# Concentration-Dependent Recruitment of Mammalian Odorant Receptors

**DOI:** 10.1523/ENEURO.0103-19.2019

**Published:** 2020-04-15

**Authors:** Xiaoyang Serene Hu, Kentaro Ikegami, Aashutosh Vihani, Kevin W. Zhu, Marcelo Zapata, Claire A. de March, Matthew Do, Natasha Vaidya, Gary Kucera, Cheryl Bock, Yue Jiang, Masafumi Yohda, Hiroaki Matsunami

**Keywords:** chemical senses, GPCR, odor, olfactory, smell

## Abstract

A fundamental challenge in studying principles of organization used by the olfactory system to encode odor concentration information has been identifying comprehensive sets of activated odorant receptors (ORs) across a broad concentration range inside freely behaving animals. In mammals, this has recently become feasible with high-throughput sequencing-based methods that identify populations of activated ORs *in vivo*. In this study, we characterized the mouse OR repertoires activated by the two odorants, acetophenone (ACT) and 2,5-dihydro-2,4,5-trimethylthiazoline (TMT), from 0.01% to 100% (v/v) as starting concentrations using phosphorylated ribosomal protein S6 capture followed by RNA-Seq. We found Olfr923 to be one of the most sensitive ORs that is enriched by ACT. Using a mouse line that genetically labels Olfr923-positive axons, we provided evidence that ACT activates the Olfr923 glomeruli in the olfactory bulb. Through molecular dynamics stimulations, we identified amino acid residues in the Olfr923 binding cavity that facilitate ACT binding. This study sheds light on the active process by which unique OR repertoires may collectively facilitate the discrimination of odorant concentrations.

## Significance Statement

The ability of animals to discriminate odors over a range of odor concentrations while recognizing concentration-invariant odor identity presents an encoding challenge for the olfactory system. To further our understanding on how animals sense odors at different concentrations, it is important to describe how odor concentration information is represented at the receptor level. Here, we establish a sensitive *in vivo* approach to screen populations of odorant receptors (ORs) enriched in the odor-activated sensory neurons in mice. We identified comprehensive lists of enriched ORs against a 10,000-fold concentration range for two odorants. Describing the concentration-dependent activation for unique populations of ORs is fundamental for future studies in determining how individual ORs contribute to olfactory sensitivity and odor intensity coding.

## Introduction

In nature, odors coming from foods, mates and predators are dynamic in concentration. The ability to discriminate odorants at different concentrations while recognizing the same odorant across different concentrations serves nutritional, reproductive and protective purposes, allowing animals to make appropriate behavioral decisions to maximize their fitness.

The mammalian olfactory system, capable of detecting and discriminating many odorous volatile molecules, begins at the nasal passage, where millions of olfactory sensory neurons (OSNs) line the main olfactory epithelium. Odor detection is initiated by the activation of a specific set within the large repertoire of G-protein-coupled odorant receptors (ORs), encoded by ∼400 and ∼1100 intact OR genes in humans and mice, respectively (Buck and Axel, 1991; Healy et al., 1997; Zhang and Firestein, 2002; Godfrey et al., 2004; Malnic et al., 2004; Ibarra-Soria et al., 2014; Niimura et al., 2014). Mature OSNs express only one type of the available ORs at a high level (Chess et al., 1994; Malnic et al., 1999; Hanchate et al., 2015; Saraiva et al., 2015; Tan et al., 2015; Scholz et al., 2016). As OSNs expressing the same OR send convergent axonal projections to form glomeruli in the olfactory bulb, OR activation is translated into glomerular activation patterns which are further processed within the olfactory bulb and the olfactory cortical areas (Ressler et al., 1994; Vassar et al., 1994; Mombaerts et al., 1996; Rubin and Katz, 1999; Wachowiak and Cohen, 2001; Oka et al., 2006; Miyamichi et al., 2011; Sosulski et al., 2011; Storace and Cohen, 2017; Wilson et al., 2017). Odorants are represented by combinatorial codes whereby a given odorant, at a specific concentration activates a specific combination of ORs, which in turn activate a specific combination of glomeruli (Malnic et al., 1999; Rubin and Katz, 1999; Bozza et al., 2002; Oka et al., 2006; Saito et al., 2009). Previous studies found an increase in the recruitment of active ORs (in the OSNs) and glomeruli (in the olfactory bulb) in response to higher odorant concentrations (Rubin and Katz, 1999; Fried et al., 2002; Khan et al., 2010; Jiang et al., 2015; Wilson et al., 2017). There is, however, insufficient research determining the identity of these ORs and their collective responses at different odorant concentrations *in vivo*. This lack of research limited our ability to draw conclusions on how odor identity and intensity information is encoded by specific ORs.

To address this limitation, we identified ORs activated by acetophenone (ACT) and 2,5-dihydro-trimethylthiazoline (TMT) at varying odorant concentrations *in vivo*. This was made possible through a recently developed *in vivo*-based method which identifies ORs expressed in activated OSNs via mRNA profiling (Jiang et al., 2015). This method makes use of the finding that the phosphorylation of the ribosomal protein S6 is an indicator of neuronal activation (Knight et al., 2012; Biever et al., 2015). Immunoprecipitation of ribosome-mRNA complex containing phospho S6 (pS6-IP also known as phosphoTRAP) followed by next-generation sequencing (pS6-IP-Seq) identifies OR mRNAs present in activated OSNs (Fig. 1).

**Figure 1.**
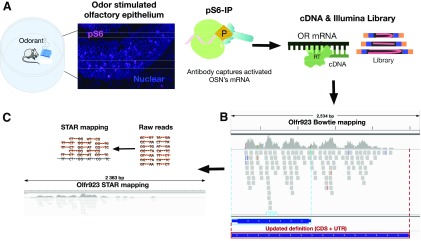
An illustration showing the updated pS6-IP-Seq method. ***A***, Following odorant stimulation, a monoclonal pS6 antibody captures mRNA from activated OSNs that is processed into an Illumina library. ***B***, Olfr923’s OR gene annotation include CDS + transcribed UTRs. ***C***, STAR aligns and quantifies OIlfr923 transcript reads at the mouse olfactory epithelium.

Besides pS6-IP-Seq, there are two additional approaches to study OR responses *in vivo*: one is the Kentucky method based on activation-induced S100a5 expression (McClintock et al., 2014) and another is the DREAM technique (deorphanization of receptors based on expression alterations of mRNA levels) which is based on OR-specific transcriptional downregulation after prolonged odor stimulation (von der Weid et al., 2015). It has been previously reported that DREAM and pS6-IP-Seq identified overlapping, but not identical sets of ORs (Jiang et al., 2015; von der Weid et al., 2015).

In this study, we used a combination of *in vivo*, *in situ*, and *in silico* approaches to investigate ORs with distinct sensitivities to the tested odorants. In addition, we compared data obtained by pS6-IP, DREAM and heterologous expression methods to clarify the degree of consistency in the ACT responsive ORs identified by these methods. We examined Olfr923, which we identified to be one of the most sensitive ACT ORs based on our pS6-IP-Seq data. To this end, we created a gene knock-in mouse line to test activation of the Olfr923 glomeruli in the olfactory bulb. Additionally, we performed molecular modeling to evaluate ligand binding and amino acid residues involved in ACT’s activation of Olfr923.

## Materials and Methods

### Animals

All animal procedures were performed in accordance with the Duke University animal care committee’s regulations. All experiments in this paper were conducted on both male and female mice. C57BL/6J and B6.Cg-Gt(ROSA)26Sor tm9(CAG-tdTomato)Hze/J were obtained from the Jackson Laboratory and crossed in the mouse facility. C57BL/6J mice of 20–22 d of age were used for pS6-IP-Seq, RNA-Seq and staining experiments. Littermates of the same sex were used for each pS6-IP-Seq replicate (*n* = 3) and data from both sexes were pooled to avoid sex-specific genes being enriched in a given odor exposure. Although we did not formally test between the two sexes for differences, we did not observe any obvious differences between males and females in the experiments.

### Odor exposure

Odorant exposures of ACT or TMT were performed on C57BL/6J mice as described (Jiang et al., 2015). Mice were habituated in a disposable paper container for 1 h and exposed to an odor cassette for 1 h. The starting concentrations of odorants used for stimulations contained 10 μl of tested odorant diluted with dW (v/v). Diluted odorants were spotted individually onto a 2 × 2-cm blotting paper and placed into a Uni-cassette (Sakura) for odor stimulation. The mice stimulation environment was inside a fresh paper container with lid (International Paper) within the fume hood.

### pS6-IP-Seq

Following odor stimulation, the mouse was sacrificed, and the dissected olfactory epithelium was processed for RNA library in reference to the method described by Jiang et al. (2015), with some modifications. Pieces of freshly dissected olfactory epithelium were homogenized and centrifuged. 6 μl of a monoclonal phospho-S6 ribosomal protein (Ser240/244; D68F8) XP rabbit mAb (Cell Signaling Technologies) was added to the supernatant, and incubated with rotation for 1.5 h at 4°C. Protein A Dynabeads (Invitrogen) were added to the antibody mixture and incubated for another hour with rotation at 4°C. After incubation and washing, the bead-captured RNA was eluted and purified with RNeasy Micro kit (QIAGEN). 10 ng of starting RNA was used to make cDNA libraries with the SMART-Seq v4 kit (Clontech) with 11 cycles of PCR. cDNA was purified with AMPure XP beads (Beckman Coulter) and 0.5 ng was used to make cDNA libraries using the Nextera XT DNA Library Preparation kit (Illumina). 50 base sequencing was performed on the HiSeq 2500 System (Illumina), obtaining 15–38 million reads per sample. Sequence reads were mapped using STAR alignment (Dobin et al., 2013) against the entire transcriptome and newly annotated ORs [untranslated regions (UTRs) annotations included for all genes]. Reads mapped onto 1088 intact OR genes (297 ORs with pseudogene labels removed) were used for the purpose identifying odorant activated OSNs based on differential expression analysis with edgeR (Anders and Huber, 2010; Robinson et al., 2010; McCarthy et al., 2012; for R code, see Extended Data 1). ORs with false discovery rate (FDR) corrected *p* value <0.05 and a positive fold change were considered significantly enriched. Raw reads and quantification results can be accessed at GEO: data submitted and processing.

10.1523/ENEURO.0103-19.2019.ed1 Extended Data 1 R code for differential expression analysis. Download Extended Data 1, ZIP file.

### Code accessibility

R code for differential expression can be accessed via GitHub: https://github.com/serenehu/eNeuro.pS6IP.

### OR mapping and annotation

Based on the Jiang et al., publication, mRNAs captured by pS6-IP were mapped based on the *Mus musculus* (house mouse) genome assembly GRCm38 (mm10) coding exons using Bowtie (Jiang et al., 2015). OR transcript definitions were re-annotated to include 5′ and 3′ UTRs with the coding sequence. This is based on Ibarra-Soria et al’s work which included new annotations for 1248 mouse ORs (Ibarra-Soria et al., 2014). University of California Santa Cruz genome assembly mRNA sequences were used to visualize transcripts that mapped onto coding and non-coding parts of the exons for all genes (Kent et al., 2002). 58 ORs listed as coding exons in Ibarra-Soria’s definition were replaced in the new UTR included OR definitions. Olfr151 was misannotated and corrected as Olfr160; four ORs which were not yet annotated were added from the refGene database (O'Leary et al., 2016). In total, we included the gene definitions of 1385 ORs (pseudogenes included) in our new pS6-IP-Seq pipeline. To analyze the Illumina sequencing read files, we created a customized GTF annotation file. BLAT v. 35 (Kent, 2002) which was used to align intact OR sequences to the mouse genome represented by the Mus_musculus.GRCm38.dna_sm.primary_assembly.fa.gz file from Ensembl release 96 (April 2019). A custom R script was used to remove hits that did not overlap with the coding region of the queried OR and format the results in GTF format. OR pseudogenes and non-OR genes were defined using the ensembl standard file Mus_musculus.GRCm38.96.gtf.gz file. Snakemake v3.5.5 (Köster and Rahmann, 2012) was used to process read files through alignment and quantification. STAR v2.7.0d (Dobin et al., 2013) was used to generate a genome index using the Ensembl Mus musculus primary assembly genome sequence and custom GTF annotation file. Reads were aligned to this genome index using STAR with default options except for –quantMode TranscriptomeSAM which maps genome alignments to transcript coordinates. STAR output transcriptome SAM files were quantified using RSEM v1.3.1 (Li and Dewey, 2011) using default options to generate gene and transcript level counts for differential expression.

### RNA-Seq from dorsal and ventral olfactory epithelium

After the dorsal and ventral olfactory epithelium were dissected, RNA was extracted using the TRIzol reagent (Invitrogen) followed by clean up with RNeasy Mini (QIAGEN). A total of 1000 ng of RNA were used for cDNA libraries using the SMART-Seq v4 kit (Clontech), with two cycles of PCR. cDNA was purified with AMPure XP beads (Beckman Coulter) and 0.5 ng was used to make cDNA libraries using the Nextera XT DNA Library Preparation kit (Illumina). The sequenced reads were then mapped and analyzed using the same bioinformatics pipeline as described above for pS6-IP-Seq. Out of the 117 unclassified ORs, 45 ORs were unclassified due to low expression. The vast majority of the remaining ORs (70/73) are assigned to zonal index positions between 1.5 and 2.5 (1 being most dorsal and 5 being most ventral) in Tan and Xie (2018), suggesting that the these unclassified ORs are expressed in areas close to the dorsal/ventral boundary (Extended Data Fig. 2-1).

10.1523/ENEURO.0103-19.2019.f2-1 Extended Data Figure 2-1 *A*, OR dorsal and ventral zonal distribution data based on RNA-Seq is correlated with the zonal index data by Tan et al. (2015) where their zonal index increases progressively from dorsal to ventral; ***p < 0.001 by Mann–Whitney test (dorsal compared to ventral). ***B***, The OR zonal index distribution for ORs activated by ACT or TMT shows statistical difference between odorants; **p < 0.01, ***p < 0.001 by Fisher’s exact test (ACT compared to TMT). Download Figure 2-1, EPS file.

### *In situ* hybridization and immunohistochemical staining

Fluorescent *in situ* hybridization (FISH) and immunohistochemical staining were performed in reference to Jiang et al. (2015) with some modifications. Briefly, 18-μm frozen sections of the mouse snout containing the olfactory epithelium were fixed in paraformaldehyde and pretreated. Digoxigenin (DIG)-labeled complementary RNA probes were hybridized to the tissue sections overnight at 58°C. Unless specified, we used open reading frame of ORs for the RNA probes. We designed a 3’UTR specific probe for the labeling of Olfr376 because of open reading frame sequence similarity to other ORs, and the primers used for cloning into pCI vector were as follows: AAACGCGTCAGTAATATTTTAA CACTGA (forward) and AAGCGGCCGCCTGAGTGTACAGTTTTTGAG (reverse). Following washes, the sections were incubated for 45 min with a horseradish peroxidase (HRP)-conjugated antibody (Roche, 1:1000 in blocking solution) against DIG. Hybridization signals were labeled with a 10-min incubation of tyramide signal amplification (TSA) solution. For immunostaining, the FISH-labeled sections were incubated with a polyclonal rabbit anti-phospho-S6 (244/247; Thermo Fisher Scientific, 1:300 dilution in blocking solution) overnight at 4°C. Following washes, a 45-min incubation with the donkey Cy3-conjugated anti-rabbit IgG (Jackson ImmunoResearch Laboratories, Inc., 1:200) was used to visualize pS6 proteins. Olfactory epithelium images were taken using the Zeiss Axiocam MRm and upright inverted fluorescent microscope with ApoTome functionality at 200× magnification. The filter sets used were as follows: Zeiss filter set #38 for fluorescein, #43 for Cy3, and #49 for bisbenzimide. ImageJ was used in the quantification of colocalization signals, where pS6 pixel intensity of DIG-positive OSNs was subtracted from the average pixel pS6 intensity of no odor exposed OSNs labeled with the same OR probe. The resulting normalized intensities were quantified and compared using one-way ANOVA with Dunnett’s test.

### Olfr923-CRE transgenic mouse

#### Targeting of the *Olfr923* locus

A targeting vector expressing Cre under control of the Olfr923 locus was generated by BAC recombineering (Liu et al., 2003) in SW102 cells (Warming et al., 2005). Briefly, an IRES-Cre-frt-neomycin-frt cassette was introduced by homologous recombination into BAC clone bMQ186d17 (SystemBioSciences) containing 147 kb of mouse chromosome 9 immediately downstream of the TGA stop codon within the Olfr923 coding region. Next, the targeting vector containing the IRES-Cre-Neo flanked by homology arms was retrieved by gap repair from the BAC into plasmid pL253. The resulting targeting vector was linearized with NotI restriction endonuclease and purified by phenol:chloroform extraction and ethanol precipitation. Murine ES cell line was electroporated with a linearized targeting vector containing 7 kb of 5′ homology and 2 kb of 3′ homology to the endogenous *Olfr923* locus (G4 mES Cells were acquired from Samuel Lunenfeld Research Institute Mount Sinai Hospital).

### PCR screening of targeted ES cells

Allele-specific primers were used to screen ES cells from genomic DNA for homologous recombination across the 5′ long arm (F1: 5’-ACA GTG CAC AAA ACT AAC CCC-3’, R1: 5’-CTA CCG GTG GAT GTG GAA TGT GTG-3’) and 3′ short arm (F2: 5’-CTA TCG CCT TCT TGA CGA GTT CTT C-3’, R2: 5’-CAA CAG AAG ATG GAC TTC AGA AC-3’) by PCR.

### ES targeting

A total of 15 million G4 ES cells (Nagy et al., 1993) passage 13, were electroporated with 35 μg of targeting construct in a 4 mm gap cuvette using a Bio-Rad Genepulser II with Bio-Rad Capacitance Extender, set at 0.25 KV, 0.5 UF × 1000 for two pulses. Transfected cells were plated onto four 10 cm plates with neomycin resistant feeder cells. Targeted cells were fed selection medium with 250 μg/ml active G418 Geneticin at 24 h after transfection, followed by the addition of two Um ganciclovir to the selection medium at 48 h. Selection medium with G418/Ganc was changed once a day until clones were picked on day 7 after transfection. A total of 142 clones were picked and expanded on 96-well plates. DNA was analyzed by PCR for homologous recombination on the 3′ end. 24/142 clones were identified as positive. Eighteen clones were expanded to the six-well size plate, then cryopreserved in duplicate aliquots. Further analysis was done on genomic DNA prepared from these expanded clones by 3′ and 5′ Southern blotting and PCR to confirm homologous recombination. Confirmed clones were injected into an ICR morulae host embryo (Nagy et al., 1993). Five clones produced a high percentage of agouti coat color chimeras which were used for breeding and expansion of the colony for this study.

### Olfactory bulb immunohistochemistry

Three- to six-week-old mice were habituated for 1 h and then received either control or ACT stimulation by spotting 10 μl of freshly made 0.01% ACT onto blotting paper placed in an odor cassette for 1 h. Control conditions consisted of placing clean blotting paper into an odor cassette. The mice were sacrificed and olfactory bulbs were collected into cold fixative solution consisting of 1× PBS, 4% paraformaldehyde for 2 h with gentle shaking. Subsequently, olfactory bulbs were washed with cold 1× PBS three times and placed into cryoprotective solution consisting of 1× PBS, 30% sucrose, overnight with gentle shaking (Nutator S0500-VWR). The next day, sunken olfactory bulbs were collected and placed into optimal cutting temperature (OCT) compound and flash frozen with liquid nitrogen. Olfactory bulbs were then sectioned at 20-μm sections using a cryostat. Detection of endogenous TdTomato fluorescence using 554/581 nm (excitation/emission) light was used to confirm glomerulus presence whilst sectioning. For fluorescent labeling of c-Fos-positive periglomerular cells, olfactory bulb sections were immersed in 1× PBS for 5 min at room temperature. Slides were then blocked with 4% donkey serum (Jackson ImmunoResearch 017-000-121) and 1% Triton X-100 for 1 h at room temperature. Subsequently, slides were incubated with the primary anti c-Fos antibody (1:400, 9F6 Cell Signaling 2250) overnight at 4°C. The next day, slides were washed in 1× PBS three times at room temperature. Slides were then incubated with secondary donkey anti-rabbit Alexa Fluor 488 (1:200, Jackson Laboratories) diluted in 1× PBS, 5% skim milk for 1 h. Slides were then washed in 1× PBS two times, stained with bisbenzimide (1:1,000,000) for 5 min, washed with 1× PBS, distilled water, and mounted with mowiol. Glomeruli with the greatest density of tdTomato expressing OSN terminals were imaged and periglomeruli cells in the immediate vicinity of the Olfr923 glomerulus were counted. C-Fos signal intensities were quantified as follows. We obtained 200× magnification Z–stacked images with 2-μm intervals using the Zeiss Axiocam MRm and upright inverted fluorescent microscope. The filter sets used were as follows: Zeiss filter set #38 for Alexa Fluor 488, #43 for tdTomado, and #49 for bisbenzimide.

### GloSensor assay

The liquid-stimulation GloSensor assay was conducted as previously described (Kida et al., 2018) with slight modifications. Hana3A cells were plated onto 96-well plates and placed into a 5% CO_2_ incubator overnight; 18–24 h after plating, the cells were transfected with 80 ng/well of Olfr923-pCI plasmid, 5 ng/well of RTP1S and 10 ng/well of GloSensor plasmid (Promega) and placed into a 5% CO_2_ incubator overnight; 18–24 h later, the medium was replaced with 50 μl of HBSS (Invitrogen) containing 10 mM HEPES and 1 mM glucose (wash step). This was followed by adding 30 μl of the HBSS containing GloSensor cAMP Reagent (Promega). Plates were kept in a dark place at room temperature for 2 h to equilibrate the cells. ACT and heptanal were diluted individually in DMSO (Sigma-Aldrich) to 100 mM working stocks, and further diluted in the GloSensor buffer (Promega) for dose–response experiments; 30 μl/well of diluted liquid odorants were added and the test plate was immediately inserted in the plate reader. The luminescence in each well was measured at 90-s intervals for six cycles. All luminescence values were normalized by dividing by the value obtained from the wells transfected with the empty pCI vector in the same cycle.

### Homology modeling

The protocol follows two previously published methods with an optimal alignment which fulfills constraints provided by >100 mutants from the literature (Charlier et al., 2013; Yu et al., 2015). Four experimental non-olfactory GPCR structures (1U19, 3ODU, 2YDV, and 2LNL) were selected as templates to build Olfr923 by homology modeling using Modeller (Eswar et al., 2006). The percentage of identity for the seven transmembrane domains of Olfr923 with respect to the four templates were as follows: 22.02% with Rhodospin (1U19), 13.68% with CxCR4 (3ODU), 19.87% with A2a (2YDV), and 25.00% with CxCR1 (2LNL). The N-terminal structure was omitted to avoid perturbing the modeling protocol. Five models were obtained and we kept the one that was consistent with several additional structural constraints (no large folded structure in extra-cellular loops should be observed, all TMs and H8 folded as α-helices, a short α-helix structure between TM3 and TM4).

### Docking of ligand

ACT and heptanal structures were prepared with the antechamber module of AMBER with AM1-BCC charges. They were docked into the receptor cavity with Autodock Vina with an exhaustiveness parameter of 50. An exhaustiveness of 15 produced the same resulting poses (Trott and Olson, 2010). For each ligand, we considered simulations with the lowest binding free energy for both molecules.

### Molecular dynamics simulation

All systems were then embedded in a model membrane made up of POPC lipids solvated by TIP3P water molecules using Maestro (Schrödinger, 2013). The total system was made up of ∼77,000 atoms. For all systems in this article, molecular dynamics simulations were performed with sander and pmemd.cuda modules of AMBER with the ff03 force-field for the protein the gaff.lipid force-field for the membrane, and the gaff force-field for the ligands (Case et al., 2014). Bonds involving hydrogen atom were constrained using SHAKE algorithm. Long-range electrostatics interactions were handled with the particle mesh Ewald (PME) method. The cutoff for non-bonded interactions was set to 8 Å. Temperature was maintained constant with a Langevin thermostat with a collision frequency of 2 ps^−1^. In addition, a weak coupling anisotropic algorithm with a relaxation time of 1 ps^−1^ was applied to keep a constant pressure. Snapshots were saved every 2 fs. The detailed workflow of the simulations was detailed in Extended Data Figure 7-1*C*.

### Free energy calculation

The free energy of binding between the odorant and the OR was evaluated using the MM-GBSA method, according the following equation:

(1) $$\Delta G_{binding}=〈\Delta G_{complex}〉-〈\Delta G_{OR}〉-〈\Delta G_{odorant}〉.$$

The <> corresponds to an average of a given value extracted from the MD trajectory.

Each term of the Equation 1 can be written as:

(2) $$\Delta G_{X}=\Delta G_{MM}^{{}^{\circ}}\;+\;\Delta G_{solv}-T\Delta S,$$

where X corresponds to the complex, the odorant or the OR. The three terms were the gas-phase contribution to the binding energy, the solvation free energy on binding and an entropic contribution, respectively. The gas-phase contribution was the sum of three terms:

(3) $$\Delta G_{MM}^{{}^{\circ}}=\Delta E_{intra}\;+\;\Delta E_{elec}\;+\;\Delta E_{vdW}.$$

The first term (Δ*E*_intra_) was the difference in internal energy (bond, angle, and dihedral energy) of the OR and the odorant between the bound and unbound forms. The two other terms, (Δ*E*_elec_) and (Δ*E*_vdw_), were the non-bonded electrostatic and van der Waals energies between the bound and unbound form.

The solvation free energy includes two terms:

(4) $$\Delta G_{solv}=\Delta G_{pol}\;+\;\Delta G_{nonpol}.$$

The first terms ΔG_pol_ was estimated using the Generalised Born model of Onufriev, Bashford, and Case. The value of the external dielectric constant was set to 80, while the internal one was set to 1. The non-polar term was considered as the solvent accessible surface area (SASA). The terms ΔG°_MM_ + ΔG_solv._ represent the ΔG_MM-GBSA_ component of the free energy of binding. The MM-GBSA analysis was performed on 40 snapshots sampled every 10 ns and covering the whole molecular dynamics simulation.

## Results

To understand how mammalian ORs encode odorant concentrations, we conducted high-throughput *in vivo* screens via phosphorylated ribosomal protein S6 immunoprecipitation followed by RNA-Seq (pS6-IP-Seq). This characterized comprehensive OR responses and changes in OR activation patterns against ACT and TMT (Fig. 2*A*) from the starting concentration of 0.01% (v/v) to undiluted 100% (v/v).

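The pS6-IP-Seq data cover ORs in the olfactory epithelium of mice exposed for 1 h to ACT, to TMT or to no odor. Each concentration of each odorant has 3 mice, and each replicate holds littermates of the same sex. For each odorant, the 0.01% and 0.1% groups share 3 no odor mice, and the 1% and 100% groups share another 3. The authors mapped the reads with STAR and counted them with RSEM on ORs annotated with their UTRs. Their expected counts for 1088 intact ORs, rounded to whole numbers, are the values used here. The tables hold intact ORs only, so TAARs, activity genes and markers of other cell types are not analysed here. The paper gives the range of reads per sample in its Materials and Methods. The tests use the counts on ORs.
Here, edgeR's quasi-likelihood test compared each concentration with its own no odor mice. The fit has litter as a block, TMM scaling over the OR counts and no filter on low counts. Tests are two-sided unless stated otherwise, and p values are adjusted over the intact ORs by the Benjamini-Hochberg method. An OR is called enriched at an adjusted p below 0.05 and a log2 fold change above 0. In counts with simulated changes, the test recovered 86% to 100% of the ORs raised 4-fold, depending on the odor comparison. Of the ORs lowered 4-fold, it recovered 68% at 0.01% ACT and 90% to 98% in the other odor comparisons. Of the ORs raised 2-fold, it recovered between 14% and 58%. These shares describe simulated counts and need not hold for the real libraries. At 0.01% ACT, 100% of ORs raised 8-fold were recovered, while in the same test Olfr923, at 3.10 log2, had an adjusted p of 0.654. The scaling, the test, the block, the filter, a joint fit and the litters included are choices that could change the calls. A fit without a litter leaves few residual degrees of freedom, so its p-values are unstable. At 0.1% ACT, the smallest adjusted p in the quasi-likelihood test was 0.932 without litter 2 and 2.25e-25 without litter 3. Such p-values show how calls depend on the fit, not how strong a response is.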

**Figure 2.**
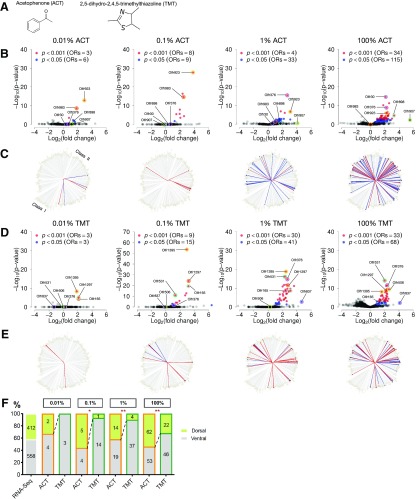
OR repertoires expand with increasing ACT and TMT concentrations. ***A***, Chemical structure of ACT and TMT. ***B***, ***D***, Volcano plots showing the log_2_ fold change and -log_10_ *p* value (FDR corrected) of OR genes from 0.01% to 100% starting concentrations of ACT and TMT. OR differential expression values are based on pS6-IP-Seq comparing odorant stimulated and unstimulated C57BL6 mice. ORs significantly enriched by pS6-IP-Seq with positive fold change are colored in blue and red based their *p* values (FDR corrected). *N* = 3 mice were used for each odorant condition. ***B***, Six ACT responsive ORs: Olfr923, Olfr983, Olfr376, Olfr898, Olfr907, and Olfr30 are labeled. ***D***, Seven TMT responsive ORs: Olfr1395, Olfr1297, Olfr165, Olfr531, Olfr506, Olfr837, an Olfr376 are labeled. ***C***, ***E***, Protein sequence distance trees generated using similarity based on pairwise distances from aligned OR protein sequences. Each end of the branches represents an OR placed alongside its closest neighbors. Both class 1 (bottom left ¼ the tree) and class 2 (remaining ¾ of the tree) ORs are shown. ORs significantly enriched by ACT and TMT at each odorant concentrations are labeled in red (FDR corrected *p* < 0.001) and blue circles (FDR corrected *p* < 0.05). ***F***, Stacked bar graphs showing the zonal location of ACT and TMT activated ORs across various concentrations. Orange and green colors outline ACT and TMT graphs, respectively; *p < 0.05, **p < 0.01, by Fisher’s exact test (ACT compared with TMT). *N* = 3 mice olfactory epithelium were used in RNA-Seq to determine OR zonal positions. See Extended Data Figure 2-1 for zonal index comparisons. See Extended Data Figures 2-2, 2-3, 2-4, 2-5, 2-6, 2-7, 2-8, 2-9, 2-10, 2-11, and 2-12 for differential expression data supporting this figure.

10.1523/ENEURO.0103-19.2019.f2-2 Extended Data Figure 2-2. Differential expression data for 0.01% ACT. Download Figure 2-2, XLSX file.

10.1523/ENEURO.0103-19.2019.f2-3 Extended Data Figure 2-3. Differential expression data for 0.1% ACT. Download Figure 2-3, XLSX file.

10.1523/ENEURO.0103-19.2019.f2-4 Extended Data Figure 2-4. Differential expression data for 1% ACT. Download Figure 2-4, XLSX file.

10.1523/ENEURO.0103-19.2019.f2-5 Extended Data Figure 2-5. Differential expression data for 100% ACT. Download Figure 2-5, XLSX file.

10.1523/ENEURO.0103-19.2019.f2-6 Extended Data Figure 2-6. Differential expression data for 0.01% TMT. Download Figure 2-6, XLSX file.

10.1523/ENEURO.0103-19.2019.f2-7 Extended Data Figure 2-7. Differential expression data for 0.1% TMT. Download Figure 2-7, XLSX file.

10.1523/ENEURO.0103-19.2019.f2-8 Extended Data Figure 2-8. Differential expression data for 1% TMT. Download Figure 2-8, XLSX file.

10.1523/ENEURO.0103-19.2019.f2-9 Extended Data Figure 2-9. Differential expression data for 100% TMT. Download Figure 2-9, XLSX file.

10.1523/ENEURO.0103-19.2019.f2-10 Extended Data Figure 2-10. Differential expression data for dorsal ventral RNA-Seq. Download Figure 2-10, XLSX file.

10.1523/ENEURO.0103-19.2019.f2-11 Extended Data Figure 2-11. ACT responsive ORs across each odorant concentration. Download Figure 2-11, XLSX file.

10.1523/ENEURO.0103-19.2019.f2-12 Extended Data Figure 2-12. TMT responsive ORs across each odorant concentration. Download Figure 2-12, XLSX file.

### Modified pS6-IP-Seq enriched more ORs

We updated the pS6-IP-Seq method as originally described by Jiang et al. (2015), in an effort to profile ORs expressed in active OSNs that respond to lower concentrations of odorants. Figure 1*A* shows the updated pS6-IP-Seq pipeline. Similar to the Jiang et al. (2015) publication, we habituated and stimulated a mouse for 1 h with 10 μl of odorant at a given starting odorant concentration. We replaced the polyclonal antibody against pS6 with a monoclonal alternative to improve immunoprecipitation consistency. We updated annotations of OR genes to also include UTRs containing Bowtie aligned transcripts (Langmead et al., 2009; Li et al., 2009). As an example, Figure 1*B* shows coding region (CDS) annotation and updated annotation (CDS + UTR) for an ACT OR, Olfr923. Figure 1*C* also shows Olfr923’s transcripts read depth aligned with STAR based on the new OR annotation (for details, see Materials and Methods; Dobin et al., 2013; Bray et al., 2016).

The updated OR annotations now include 1385 UTR annotated ORs, largely based on the work of Ibarra-Soria et al. (2014). To complete this set of OR definitions, we made three additional modifications: reannotation of 58 coding exonal ORs genes to include noncoding UTRs, correction of a misannotated OR (Olfr151) and addition of four previously unannotated ORs from the refGene database (O'Leary et al., 2016). More ORs were significantly enriched (FDR corrected *p* < 0.05) at 1% and 100% ACT and TMT with the UTRs included gene annotations, compared with ORs reported by Jiang et al. (2015), suggesting a more sensitive detection of OR enrichment with the updated pS6-IP-Seq method (Fig. 2*B*,*D*; Extended Data Figs. 2-11, 4-2).

### OR repertoires with different odorant concentrations

An increase in the number of ORs suggests that the updated pS6-IP-Seq method may allow us to identify activated ORs at lower odorant concentrations than what has been previously reported (Jiang et al., 2015). To test this, we stimulated mice with 0.01%, 0.1%, 1%, and 100% (v/v) of ACT and performed the updated pS6-IP-Seq at each condition (*n* = 3; for details, see Materials and Methods). 

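The ACT libraries were deeper in the experiment of the low concentrations. At 0.01% ACT, the libraries held 62877 to 128805 counts on ORs, with a median of 110280. At 0.1% ACT, the range was 84077 to 117967, around a median of 103642. Their 3 no odor libraries held 76085 to 102102 counts, median 80516. At 1% ACT, the counts ran from 66016 to 69789, median 66535. Undiluted ACT gave 45655 to 66929 counts, median 46038. The no odor libraries of these higher concentrations held 37012 to 52708 counts, median 50813. The biological coefficient of variation of the ORs was 0.402 at 0.01% ACT. It was 0.26 at 0.1%, 0.278 at 1% and 0.335 at 100% ACT. Between 14 and 22 ORs had no count in any library of a comparison.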

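At 0.01% ACT, no OR passed edgeR's quasi-likelihood test (n = 3 mice per group; smallest adjusted p = 0.576). Olfr923 and Olfr983 were called by edgeR's likelihood ratio test and by DESeq2, and neither tool called any other OR higher. Without litter 1, the quasi-likelihood test called 4 ORs: Olfr923, Olfr983, Olfr1377 and Olfr901. Before adjustment, 18 ORs were higher and 10 lower at a p below 0.05. The library of litter 1 stands apart from the other 0.01% ACT libraries. In that library Olfr506 had 1212.9 normalized counts, against 47.3 and 38.5 in the other litters. Olfr376 had 1303.0 normalized counts in it, against 156.0 and 97.7. Olfr30 had 2042.9, against 338.1 and 290.5.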

At the lowest starting concentration, 0.01%, ACT enriched six ORs (FDR corrected *p* < 0.05; Fig. 2*B*). The number of ORs recruited increased from six to 115 (Fig. 2*B*) when the starting odorant concentration was increased from 0.01% to 100%. This shows that more ORs were activated at higher concentrations of odorants (Extended Data Fig. 2-11). 

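Dilute ACT enriched a small set of ORs, and at 0.1% these were Olfr923, Olfr983, Olfr1377, Olfr901, Olfr1026, Olfr145 and Olfr889 (7 ORs, n = 3 mice per group). Olfr1377 rose from 80.9 ± 22.2 to 428.8 ± 227.4 normalized counts (mean ± SD), a log2 fold change of 2.28 ± 0.27 (SE). At 1% ACT, 15 ORs rose and 3 fell. Among the 15, Olfr1474 rose by 2.01 ± 0.28 log2, though 28.5% of its 50-base stretches also occur in Olfr1471, so reads of the pair are hard to assign. Olfr136 rose by 1.45 ± 0.29 and Olfr888 by 2.81 ± 0.62 log2. Undiluted ACT gave 0 calls, with 11 ORs at an adjusted p below 0.06 and 114 ORs higher before adjustment.
In edgeR's quasi-likelihood test, the adjusted p was 2.84e-04 for Olfr1377, 8.71e-10 for Olfr1474, 2.46e-04 for Olfr136 and 1.43e-03 for Olfr888. At 100% ACT, the smallest adjusted p was 0.0508. There, the likelihood ratio test with recovered library sizes called 38 ORs and DESeq2 called 22. At 1% ACT, the same likelihood ratio test called 7 ORs, DESeq2 3, the fit without a block 2 and the joint fit 0. The joint fit called 1 OR at 0.1% ACT. Leaving out litter 1 gave 0 ORs at 0.1%, 19 at 1% and 82 at 100% ACT. Leaving out litter 2 gave 0, 0 and 15, and leaving out litter 3 gave 11, 14 and 4.
Over the 15 ORs enriched by 0.1% TMT, the 1% ACT library of litter 1 had a median log2 change of 2.78 from its no odor littermate. The other litters had 0.42 and 0.05 at 1% ACT.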

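Tested directly within a fit of all 18 ACT libraries, no OR differed between 100% and 1% ACT, between 0.1% and 0.01% ACT, or in its response between 100% and 0.01% ACT. Olfr30 had the larger value at 100% than at 1% ACT, by 1.61 ± 0.51 log2 (SE), and Olfr898 by 1.73 ± 0.66. Neither passed edgeR's quasi-likelihood test, with adjusted p of 0.212 and 0.351. Between 100% and 1% ACT, 90 ORs were higher and 48 lower before adjustment, and the smallest adjusted p was 0.0853. For 0.1% against 0.01% ACT, the smallest adjusted p was 0.566, and for the response at 100% against 0.01% ACT it was 0.451. DESeq2 called 19, 3 and 3 ORs in these contrasts. Without litter 1, edgeR called 64 ORs between 100% and 1% ACT and 20 in the response at 100% against 0.01%. From the rise in the number of enriched ORs with concentration (Fig. 2B), the paper concludes that more ORs were activated at higher concentrations.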

Trace amine associated receptors (Taars), a small family of chemosensory receptors activated by volatile amines (Liberles and Buck, 2006) were not significantly enriched by the tested odorants.

To investigate the phylogenetic relationship of ORs responding to an odorant, we plotted enriched ORs on protein sequence-based phylogenetic trees (Fig. 2*C*). 

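ORs enriched by ACT lie in gene clusters of chromosomes 9, 11 and others, which give a measure of how diverse the sets are. The 7 ORs of 0.1% ACT fall in 3 of 49 clusters, where ORs less than 1 Mb apart share a cluster. Of these, 5 ORs lie in a single cluster, and random sets of the same size fell in 5.66 clusters on average. A two-sided permutation test gave p = 0.0329 (adjusted p = 0.197 over the 6 sets tested). The 15 ORs of 1% ACT, among them Olfr376, Olfr1474 and Olfr136, fall in 11 clusters on 9 chromosomes, against 9.9 clusters in random sets (permutation p = 0.695). Of these 15, 9 were also enriched by 1% TMT, and the 1% ACT library of litter 1 is high in ORs enriched by TMT. At 0.01% and 100% ACT, edgeR's quasi-likelihood test called no OR. With recovered library sizes, the likelihood ratio test called 38 ORs at 100% ACT, which fall in 13 clusters, against 17.25 in random sets (permutation p = 0.0633). Its 2 ORs at 0.01% ACT lie in a single cluster. The 2 and 22 ORs that DESeq2 called at 0.01% and 100% were not placed in clusters here. The protein tree itself was not analysed here.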

As the odorant concentrations increase, more diverse sets of ORs were enriched (Fig. 2*C*), consistent with findings previously reported (Jiang et al., 2015).

We performed the same experiment and analyses for another odorant, TMT. 

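The TMT libraries were also deeper at the low concentrations. At 0.01% TMT, the libraries held 64318 to 85184 counts on ORs, with a median of 67567. At 0.1% TMT, the range was 63971 to 112472, median 73735. Their no odor libraries held 73372 to 77374 counts, median 74179. At 1% TMT, the counts ran from 42959 to 96588, median 51867. Undiluted TMT gave 48540 to 66681 counts, median 56644. The no odor libraries of the higher concentrations held 39790 to 58046 counts, median 42590. The biological coefficient of variation lay between 0.243 and 0.26 in each TMT comparison. It is what the fit leaves after the differences between litters are taken out. The paper applied the same fit to ACT and TMT, and so does the work here.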

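TMT enriched 4 ORs at 0.01%, 15 at 0.1%, 51 at 1% and 126 at 100% (n = 3 mice per group). The 4 ORs of 0.01% TMT are Olfr1297, Olfr165, Olfr1395 and Olfr186. Olfr186 passed at an adjusted p of 0.0479 in edgeR's quasi-likelihood test and in 3 of 12 alternatives. At 1% TMT, Olfr1160 rose by 3.59 ± 0.37 log2 (SE) and Olfr196 by 2.64 ± 0.27. At 100% TMT, Olfr1065 rose by 2.76 log2. Between 100% and 1% TMT, 69 ORs were higher and 19 lower in a fit of all 18 TMT libraries. Olfr1065 differed by 3.05 ± 0.27 log2 and Olfr539 by 2.13 ± 0.25, while Olfr56 was lower by 2.00 ± 0.27 and Olfr330 was lower by 1.64 ± 0.24. Between 0.1% and 0.01% TMT, 5 ORs were higher: Olfr186, Olfr56, Olfr164, Olfr531 and Olfr196.
By edgeR's quasi-likelihood test, the adjusted p was 2.21e-19 for Olfr1160 and 4.90e-20 for Olfr196 at 1% TMT. For Olfr1065 it was 9.95e-18 at 100% TMT. The difference between 100% and 1% had an adjusted p of 5.04e-15 for Olfr1065, 1.47e-10 for Olfr539 and 1.20e-08 for Olfr56. The response at 100% TMT was larger than that at 0.01% for 77 ORs and smaller for 10. This balance depends on the scaling, since without TMM it was larger for 47 and smaller for 40, and 57 ORs were shared with the 87. Leaving out litter 3 left 2 ORs at 0.01% TMT, and leaving out litter 2 left 9 at 0.1%. For the 0.1% TMT library of litter 1, the name of a file in its label says 1% TMT, while its odor label and the authors' R code say 0.1%. Without litter 1, 10 ORs were enriched at 0.1% TMT. Leaving out a litter also gave 2 to 10 ORs between 0.1% and 0.01% TMT, against 5 with all.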

The number of ORs recruited increased from three to 68 for TMT (Fig. 2*D*) when the starting odorant concentration was increased from 0.01% to 100% TMT (Extended Data Fig. 3-3). 

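ORs enriched by TMT spread over more gene clusters as their number grows. The 4 ORs of 0.01% TMT, Olfr1297, Olfr165, Olfr1395 and Olfr186, each lie in a different cluster. The 15 ORs of 0.1% TMT fall in 9 clusters, the 50 placed ORs of 1% TMT in 17, and the 125 placed ORs of 100% TMT in 25. Random sets of the same sizes fell in 3.57, 9.9, 19.75 and 28.43 clusters on average. At 1% and 100% TMT, the two-sided permutation p was 0.295 and 0.199. With the authors' deposited FDR as calls, chosen after the values were seen and dropping 0 of the paper's ORs, the ORs of 100% TMT fall in 17 clusters, against 22.65 in random sets (permutation p = 0.0179). At 100% TMT, the cluster with the most enriched ORs holds 29 of them.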

Similar to ACT, more diverse sets of ORs are enriched as the odorant concentrations increase (Fig. 2*E*). These findings are consistent with earlier studies based on glomerular activation in the olfactory bulb (Rubin and Katz, 1999; Wachowiak and Cohen, 2001; Fried et al., 2002; Wilson et al., 2017) and complement these studies by identifying ORs that respond to a wide range of concentrations of odorant.

The distribution of OSNs expressing a given OR is confined within continuous and partially overlapping spatial zones along the dorsomedial (dorsal)–ventrolateral (ventral) axis on the olfactory epithelium (Ressler et al., 1993; Vassar et al., 1993; Miyamichi et al., 2005; Tan and Xie, 2018). To test whether active ORs for each odorant show bias in their zonal distributions, we conducted an RNA-Seq using dorsal and ventral olfactory mucosa (for details, see Materials and Methods) and found 412 and 558 ORs to be significantly enriched in dorsal and ventral zones, respectively (Fig. 2*F*; Extended Data Fig. 2-10). 

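Dorsal and ventral olfactory mucosa were compared in RNA-Seq of 3 libraries each. Here, 407 ORs were higher in the dorsal and 404 in the ventral tissue. Olfr658 was higher in dorsal tissue by 4.83 ± 0.68 log2 (SE), and Olfr1263 was higher in ventral tissue by 5.50 ± 0.77. Among the ORs the paper names, Olfr923 was dorsal by 4.41 ± 0.61 log2 and Olfr376 by 3.47. Olfr531 was ventral, with a log2 fold change of -3.15, and Olfr983 was called in neither (-0.64). All 407 dorsal and 404 ventral ORs are in the same class in Extended Data Fig. 2-10.
The values are the authors' rounded RSEM counts for 1087 intact ORs. The dorsal libraries held 164928 to 242123 counts on ORs, median 218108, and the ventral libraries 155319 to 188471, median 174735. In edgeR's quasi-likelihood test, the adjusted p was 1.52e-04 for Olfr658, Olfr1263 and Olfr923, 1.82e-03 for Olfr531 and 0.286 for Olfr983. The fit pairs the libraries by replicate, as in the R code of the paper. The biological coefficient of variation was 0.485, and in simulated counts the test recovered 58% of ORs raised 4-fold and 62% of ORs lowered 4-fold. With recovered library sizes there were 389 dorsal and 487 ventral ORs, and without TMM 378 and 482, so the balance depends on the scaling. Leaving out replicate 1 gave 205 ventral ORs and leaving out replicate 3 gave 201.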

Our RNA-Seq data classifying the ORs into dorsal and ventral zones (Extended Data Fig. 2-1*A*^b^) (Table 1) is consistent with the zone index data reported by Tan and Xie (2018; *p*^b^ < 0.001, Mann–Whitney test). 

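ORs called dorsal had a median zone index of 1.05, and those called ventral had 3.4, with quartiles of 2.6 and 4.0. The index of Tan and Xie was given for 362 of the dorsal and 360 of the ventral ORs. The 208 ORs with an index that were called in neither had a median of 1.9. Class I ORs made up 119 of the dorsal ORs and 0 of the ventral ORs. A two-sided permutation test of ranks gave p = 1e-05, the smallest p that its resamples can give. ORs are not independent replicates in this comparison.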

Comparing between the distribution of responsive dorsal and ventral ORs of ACT and TMT at different concentrations, we found that ACT enriched ORs as a group are more dorsally distributed than TMT enriched ORs from low to high odorant concentrations (Fig. 2*F*^c^; Extended Data Fig. 2-1*B*^d^) (Table 1), suggesting that biased zonal populations of ORs are responding to each of the tested odorants.

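ORs enriched by ACT at 0.1% were dorsal or called in neither zone, and those enriched by 0.1% and 1% TMT were mostly ventral. At 0.1% ACT, 4 ORs were dorsal (Olfr923, Olfr1377, Olfr1026 and Olfr145), 0 ventral and 3 in neither. In the classes of Extended Data Fig. 2-10, the same 7 ORs are 4 dorsal and 3 ventral. At 0.1% TMT, 2 were dorsal (Olfr376 and Olfr739), 10 ventral, among them Olfr1297, Olfr165 and Olfr531, and 3 in neither. At 1% ACT, 6 ORs were dorsal, 6 ventral and 3 in neither. At 1% TMT, 4 were dorsal, 32 ventral and 15 in neither. At 100% TMT, 32 were dorsal, 57 ventral and 37 in neither. The list of all ventral ORs shifted up at 1% TMT in camera, with a median log2 fold change of 0.11 and an adjusted p of 5.69e-06. With an estimated correlation, its adjusted p was 0.347. The dorsal list had a median of -0.23 at 1% TMT, camera's adjusted p was 2.73e-06, and with an estimated correlation the adjusted p was 0.352. At 0.01% TMT the shifts went the other way, with the ventral list down (median -0.08; camera, adjusted p = 0.00224) and the dorsal list up (0.09; 0.00556). For ACT, the dorsal list shifted down at 0.01% and 1% (camera, adjusted p = 0.0251 and 0.0242) and up at 0.1% (0.018), and the ventral list shifted up at 0.01% (0.0481). At 100% TMT, the dorsal list shifted down and the ventral list up (camera, adjusted p = 0.00504 and 0.0481). With an estimated correlation, no zone list passed at any concentration of either odorant, the smallest adjusted p being 0.347. With so few residual degrees of freedom, that version can hardly pass a list, so it leaves these shifts undecided.
The two-sided Fisher's exact tests of dorsal against ventral ORs gave p = 0.00824 at 0.1% and p = 0.00923 at 1%, both 0.00923 after adjustment over these 2 tests. The zone index had a median of 1.05 for ACT and 2.5 for TMT at 0.1% (7 and 15 ORs; permutation p = 8.6e-04, adjusted p = 0.00172). At 1%, the medians were 2.0 for 15 ORs of ACT and 2.6 for 48 of TMT (permutation p = 0.00551). ORs are not independent replicates in these zone tests. At 1%, 9 ORs were enriched by both odors and count on both sides. At 0.1%, 5 of the 7 ORs of ACT lie in 1 gene cluster. With edgeR's quasi-likelihood test, ACT had no enriched OR at 0.01% and 100%, so neither test could be made. With the 38 ORs that the likelihood ratio test with recovered library sizes called at 100% ACT, 75.0% were dorsal, against 38.5% for TMT (Fisher's exact test, p = 0.00101). With the 22 ORs of DESeq2, 81.2% were dorsal, against 36.7% (Fisher's exact test, p = 0.00173). Without litter 1, 85.3% of the ORs of 100% ACT with a zone were dorsal, against 40.2% (Fisher's exact test, p = 1.52e-08). The exact test gave p = 0.0888 without litter 2 and 0.521 without litter 3, where 4 ORs were enriched. At 0.01%, Fisher's exact test gave p = 0.333 with either tool. At 1%, leaving out litter 3 gave p = 0.598 in Fisher's exact test and 0.241 for the index. Leaving out litter 1, whose 1% ACT library is high in ORs enriched by TMT, gave 2.42e-07 and 1e-05. With DESeq2, the p at 1% was 0.167 in Fisher's exact test and 0.0601 for the index by permutation. Without a block, Fisher's exact test gave 0.143 at 1% and 0.297 at 100%, where 7 ORs were enriched by ACT. With the authors' deposited FDR as calls, chosen after the values were seen, Fisher's exact test gave p = 0.0488 at 100%. There, 63.8% of the ORs of ACT with a zone were dorsal, against 45.8% for TMT. At 0.1%, the classes of Extended Data Fig. 2-10 gave p = 0.0536 in Fisher's exact test. Without litter 1 or litter 2, no OR was enriched by 0.1% ACT, so neither zone test could be made. Without litter 3, Fisher's exact test gave p = 0.0406 at 0.1%. From these distributions, the paper proposes that zonally biased sets of ORs respond to each odorant.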

### Most sensitive ORs may not be most robust responders at higher concentrations

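Olfr923, an OR of class II on chromosome 9 (ENSMUSG00000044798, GRCm38 38826545 to 38830300), shares no 50-base stretch with another OR. At 0.01% ACT it had 1078 ± 623.9 normalized counts (mean ± SD, n = 3), against 115.3 ± 37.4 without odor. In litters 1 to 3, the values were 1765.5, 919.7 and 547.9, against 80.0, 111.3 and 154.5 without odor. Its log2 fold change was 3.10 ± 0.56 (SE). By edgeR's quasi-likelihood test, the adjusted p was 0.654. With the likelihood ratio test and recovered library sizes the adjusted p was 8.75e-05, and with DESeq2 1.46e-06. Without litter 1, the quasi-likelihood test gave an adjusted p of 1.48e-08.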

At 0.01% starting concentration of ACT, Olfr923 was the most significantly enriched OR with the largest log_2_ fold change (Log_2_FC) amongst significantly enriched ORs (FDR corrected *p*^a^ = 1.56 × 10^−13^, Log_2_FC = 2.96; Fig. 2*B*), suggesting it is among the most sensitive ORs that recognize ACT. 

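At 0.1% ACT, Olfr923 rose from 123.6 ± 38.8 to 1783 ± 904.3 normalized counts (mean ± SD, n = 3), a log2 fold change of 3.75 ± 0.42 (SE). At 1% ACT, its log2 fold change was 2.84 ± 0.98, and its counts in litters 1 to 3 were 63.9, 604.2 and 1351.7. At 100% ACT, it had 281.1 ± 280.3 normalized counts, against 52.4 ± 14.5, and a log2 fold change of 2.00 ± 0.43. In edgeR's quasi-likelihood test, the adjusted p of Olfr923 was 3.54e-04 at 0.1%, 0.664 at 1% and 0.0513 at 100% ACT. At 0.1%, leaving out litter 1 or litter 2 ended the call, though the counts rose in each litter. They went from 86.5 to 1962.2, 120.4 to 2584.1 and 163.9 to 802.3 in litters 1 to 3. Fits without a litter have few residual degrees of freedom, so their p-values are unstable. At 1%, the test without litter 1, whose library is high in ORs enriched by TMT, gave an adjusted p of 7.34e-21. At 100%, the test without litter 1 gave 4.9e-04.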

Olfr923 remained significantly enriched from 0.1% to 100% ACT (FDR corrected *p* value *p*^a^ < 0.001; Fig. 2*B*). However, the rank order of Olfr923 in terms of FDR corrected *p* values and Log_2_FCs went down at 1% and higher concentrations of ACT (Fig. 2*B*). 

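Among ORs above 0, Olfr923 ranked 2nd by adjusted p at 0.01% and 0.1% ACT, 55th at 1% and 8th at 100% ACT. By log2 fold change over all ORs, it ranked 6th at 0.01% and at 0.1%, 10th at 1% and 26th at 100% ACT. The ranks at 0.01%, 1% and 100% ACT are of ORs that did not pass the test.

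**Figure D1:**
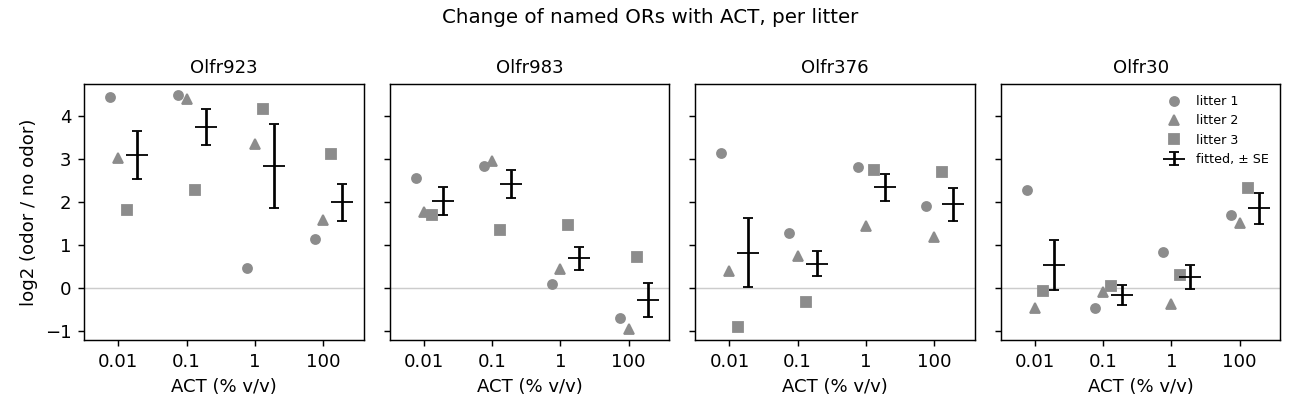
Log2 (odor / no odor) on the y axis against the concentration of ACT in % (v/v) for Olfr923, Olfr983, Olfr376 and Olfr30. Circles, triangles and squares are litters 1, 2 and 3 with a pseudocount of 1, and bars are the fitted log2 fold change ± SE; the fitted value is highest at 0.1% for Olfr923 and Olfr983 and at 100% for Olfr30, while Olfr923 lies above 0 at each concentration and Olfr30 is also high in litter 1 at 0.01%.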

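Olfr983 lies on chromosome 9 (ENSMUSG00000044205, GRCm38 40086908 to 40093595). At 0.01% ACT it had 292.7 ± 48.4 normalized counts (mean ± SD, n = 3), against 72.2 ± 16.5 without odor. The log2 fold change of Olfr983 was 2.02 ± 0.32 (SE). In edgeR's quasi-likelihood test, its adjusted p was 0.576, the smallest of all ORs at this concentration. For Olfr983 at 0.01% ACT, the likelihood ratio test with recovered library sizes gave an adjusted p of 0.0165 and DESeq2 0.00422. Without litter 1, the quasi-likelihood test gave 3.89e-05.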

Olfr983 is the second most significantly enriched OR with the second largest Log_2_FC amongst significantly enriched ORs at 0.01% ACT (FDR corrected *p*^a^ = 2.55 × 10^−9^, Log_2_FC = 1.88; Fig. 2*B*). Similarly, the rank order of Olfr983’s activation also went down at higher starting concentrations of ACT (Fig. 2*B*). In contrast, Olfr907 and Olfr898, ORs with the largest and second largest Log_2_FCs among significantly enriched ORs at 100% ACT, were not significantly enriched at 1% and lower starting concentrations of ACT (Fig. 2*B*). 

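Olfr983 rose at 0.1% ACT, from 77.5 ± 17.8 to 465.3 ± 280.3 normalized counts (mean ± SD, n = 3). Its log2 fold change was 2.42 ± 0.32 (SE) at 0.1%, 0.70 ± 0.26 at 1% and -0.28 ± 0.40 at 100% ACT. By adjusted p, it ranked 1st at 0.01%, 3rd at 0.1% and 27th at 1% ACT among the ORs above 0. By log2 fold change, it ranked 16th, 11th, 129th and 722nd from the lowest to the highest concentration. For Olfr983, edgeR's quasi-likelihood test gave adjusted p of 3.54e-04 at 0.1%, 0.258 at 1% and 0.815 at 100% ACT. Leaving out litter 1 or litter 2 ended the call at 0.1%, though the counts of Olfr983 rose in each litter. They went from 60.2 to 440.3, 95.8 to 757.2 and 76.7 to 198.4 in litters 1 to 3.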

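Olfr907 had 5.31 ± 2.93 normalized counts at 100% ACT (mean ± SD, n = 3) and 0 in each of its no odor libraries, so no fold is given. Olfr898 had 28.7 ± 8.61 normalized counts at 100% ACT, against 4.11 ± 3.56 without odor. The log2 fold change of Olfr898 was 2.97 ± 0.64 (SE) at 100%, 1.32 at 1%, 0.15 at 0.1% and 1.38 at 0.01% ACT. In the 0.01% ACT library of litter 1, Olfr898 had 141.1 normalized counts, against 4.9 and 9.6 in the other litters. There, Olfr907 had 23.7. Both genes lie on chromosome 9 (Olfr898, ENSMUSG00000094588, GRCm38 38348411 to 38352919; Olfr907, ENSMUSG00000094810, 38495801 to 38499882).
By edgeR's quasi-likelihood test at 100% ACT, the adjusted p was 0.21 for Olfr907 and 0.0513 for Olfr898. With recovered library sizes, the likelihood ratio test gave 0.0115 for Olfr907 at 100% ACT and 1.04e-04 for Olfr898. Without litter 1, 2 or 3, Olfr898 at 100% ACT passed the quasi-likelihood test, with adjusted p of 0.00151, 0.0297 and 0.0234. Neither OR passed at a lower concentration.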

Olfr30, the most significantly enriched OR at 100% ACT, was also not significantly enriched at 1% and lower starting concentrations of ACT. In addition, Olfr376, the most significantly enriched OR at 1% ACT, was also not significantly enriched at 0.1% and lower concentrations of ACT (Extended Data Fig. 3-3). These results suggest that sensitive ORs responding at lower odorant concentrations may not be the most robust responders at higher odorant concentrations, and vice versa.

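Olfr30, on chromosome 11 (ENSMUSG00000043314, GRCm38 58454105 to 58462270), had 713.3 ± 268.3 normalized counts at 100% ACT (mean ± SD, n = 3). Without odor it had 188.5 ± 21.7. The fitted log2 fold change was 1.86 ± 0.36 (SE) at 100% ACT, 0.27 at 1%, -0.16 at 0.1% and 0.55 at 0.01%. The value at 0.01% ACT becomes -0.27 without litter 1, whose library is high in Olfr30. By edgeR's quasi-likelihood test, Olfr30 had an adjusted p of 0.0508 at 100% ACT, 4th among the ORs above 0. For Olfr30 at 100% ACT, the likelihood ratio test with recovered library sizes gave 0.00112 and DESeq2 1.18e-04. At 1% and below, Olfr30 did not pass.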

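Olfr376, on chromosome 11 (ENSMUSG00000063881, GRCm38 73371246 to 73377836), rose at 1% ACT from 118.2 ± 2.51 to 659.7 ± 296.6 normalized counts (mean ± SD, n = 3). Olfr376 had a log2 fold change of 2.36 ± 0.32 (SE) at 1%, 1.95 ± 0.39 at 100%, 0.58 ± 0.29 at 0.1% and 0.83 ± 0.81 at 0.01% ACT. In the 0.1% and 0.01% ACT mice it did not pass the test. By edgeR's quasi-likelihood test, Olfr376 had the smallest adjusted p of all ORs at 1% ACT (1.25e-10). At 100% ACT its adjusted p was 0.0508. Olfr376 also rose with TMT, and the 1% ACT library of litter 1 is high in ORs enriched by TMT. Leaving out litter 2 gave an adjusted p of 0.406 at 1% ACT. Olfr20 shares 7.6% of the 50-base stretches of Olfr376, so some reads are uncertain.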

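The shift between ORs across ACT concentrations can be read as a difference in response. Set against 0.01% ACT, the response of Olfr983 at 100% ACT was lower by 2.26 ± 0.55 log2 (SE), and that of Olfr923 lower by 1.05 ± 0.89. Between 100% and 1% ACT, Olfr983 was lower by 0.90 ± 0.38 and Olfr923 lower by 0.85 ± 0.61. None of these passed edgeR's quasi-likelihood test in the fit of all ACT libraries. For the response at 100% against 0.01%, the adjusted p was 0.451 for Olfr983 and 0.908 for Olfr923. For 100% against 1% ACT it was 0.366 and 0.607. The paper proposes that sensitive ORs may not be the most robust responders at higher concentrations.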

We observed similar trends with TMT. The rank order of three significantly enriched ORs at 0.01% TMT (Olfr1395, Olfr165, and Olfr1297) also went down in terms of FDR corrected *p* values and Log_2_FCs at 1% and 100% starting concentrations of TMT (Fig. 2*D*). In contrast, Olfr837 and Olfr506, ORs with the largest and the second largest Log_2_FCs among ORs significantly enriched ORs at 100% TMT, were not significantly enriched at 0.1% and 0.01% TMT (Fig. 2*D*). 

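Olfr1297, Olfr165 and Olfr1395 rose at each TMT concentration. Olfr1297, on chromosome 2 (ENSMUSG00000094858, GRCm38 111615233 to 111626497), rose at 0.01% TMT from 40.6 ± 2.17 to 198.7 ± 86.5 normalized counts (mean ± SD, n = 3). Its log2 fold change was 2.19 ± 0.27 (SE) at 0.01%, 3.07 at 0.1%, 2.72 at 1% and 2.65 at 100% TMT. For Olfr165, on chromosome 16 (ENSMUSG00000050158, 19406244 to 19423134), the values were 2.19 ± 0.33, 3.03, 3.07 and 2.01. For Olfr1395, on chromosome 11 (ENSMUSG00000050763, 49142274 to 49150453), they were 1.93 ± 0.29, 2.81, 2.43 and 2.01. Olfr165 was lower at 100% than at 1% TMT by 1.04 log2. Olfr1297 and Olfr1395 differed between these concentrations by -0.04 and -0.41 log2, which did not pass.
By edgeR's quasi-likelihood test at 0.01% TMT, the adjusted p was 3.11e-11 for Olfr1297 and 1.06e-07 for both Olfr165 and Olfr1395. Between 100% and 1% TMT, it was 3.68e-03 for Olfr165, 0.971 for Olfr1297 and 0.435 for Olfr1395. From 0.01% to 100% TMT, the rank by adjusted p was 1, 1, 1 and 5 for Olfr1297, 2, 2, 4 and 46 for Olfr165, and 3, 5, 9 and 23 for Olfr1395. The rank by log2 fold change was 12, 7, 14 and 14 for Olfr1297, 13, 8, 8 and 54 for Olfr165, and 18, 10, 22 and 53 for Olfr1395. Without litter 3, Olfr1395 had an adjusted p of 0.0777 at 0.01% TMT.

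**Figure D2:**
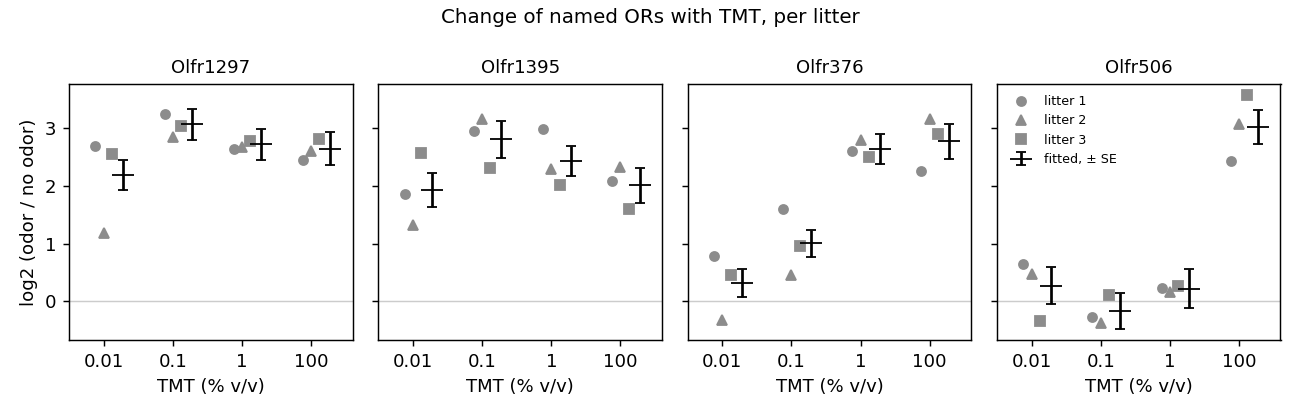
Log2 (odor / no odor) on the y axis against the concentration of TMT in % (v/v) for Olfr1297, Olfr1395, Olfr376 and Olfr506. Circles, triangles and squares are litters 1, 2 and 3 with a pseudocount of 1, and bars are the fitted log2 fold change ± SE; Olfr1297 and Olfr1395 are high from 0.01%, Olfr376 rises from 0.1% and Olfr506 at 100% alone.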

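Olfr837 and Olfr506 rose at 100% TMT and not at 0.1% or 0.01%. Olfr837, on chromosome 9 (ENSMUSG00000110621, GRCm38 19136317 to 19140641), had 10.0 ± 3.69 normalized counts at 100% TMT (mean ± SD, n = 3), against 0.26 ± 0.45 without odor. For Olfr837, the log2 fold change was 4.51 ± 1.32 (SE) at 100%, the largest of the enriched ORs, and 4.76 ± 1.20 at 1% TMT. Olfr506, on chromosome 7 (ENSMUSG00000058244, 108610787 to 108615340), rose from 33.3 ± 6.01 to 279.2 ± 62.1 normalized counts at 100% TMT. Its log2 fold change of 3.02 ± 0.30 at 100% TMT was preceded by 0.22 at 1%, -0.17 at 0.1% and 0.28 at 0.01%. Olfr506 was higher at 100% than at 1% TMT by 2.88 ± 0.28 log2.
In edgeR's quasi-likelihood test, Olfr837 had an adjusted p of 6.65e-03 at 100% and 2.02e-03 at 1% TMT. Olfr506 had 3.23e-20 at 100% TMT and 9.36e-14 for 100% against 1%. Without litter 2, Olfr837 had an adjusted p of 0.221 at 100% TMT. Olfr482 shares 8.2% of the 50-base stretches of Olfr506.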

Lastly, Olfr531 and Olfr376, the most and the second most significantly enriched OR at 100% TMT, were not significantly enriched at 0.01% (Fig. 2*D*; Extended Data Fig. 3-4).

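Olfr531 and Olfr376 rose from 0.1% TMT upward and had values near 0 at 0.01% (log2 fold changes of 0.05 and 0.32). Olfr531, on chromosome 7 (ENSMUSG00000062712, GRCm38 140399045 to 140402918), had 1045 ± 97.3 normalized counts at 100% TMT (mean ± SD, n = 3), against 197.4 without odor. The log2 fold change of Olfr531 was 1.20 ± 0.28 (SE) at 0.1%, 2.29 ± 0.26 at 1% and 2.42 ± 0.31 at 100% TMT. Olfr376 had 756.3 ± 194.8 normalized counts at 100% TMT, against 107.8, and log2 fold changes of 1.01 ± 0.24, 2.65 ± 0.26 and 2.78 ± 0.31. The response at 100% TMT exceeded that at 0.01% by 2.40 ± 0.33 log2 for Olfr531 and by 2.53 for Olfr376.
By adjusted p in edgeR's quasi-likelihood test at 100% TMT, Olfr376 ranked 6th (5.73e-17) and Olfr531 13th (4.61e-13). The adjusted p of Olfr531 at 0.1% TMT was 1.69e-03, and that of Olfr376 at 0.1% TMT was 2.23e-03. Without litter 1, neither passed there, with adjusted p of 0.0712 and 0.176.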

To validate pS6 induction for OSNs in a set of significantly enriched ORs, we conducted *in situ* hybridization and pS6 immunostaining for ORs responsive at 0.01% starting odorant concentrations. Consistent with our pS6-IP-Seq data, both Olfr923 and Olfr983, but not Olfr376-expressing OSNs (serving as a control) showed significantly higher pS6 signals at 0.01% ACT compared with no odor controls (Fig. 3*A*,*C*^e^; Extended Data Fig. 3-1) (Table 1). Violin plots for Olfr1427 and Olfr901 (pS6-IP-Seq enriched at 0.01% ACT) show significantly higher pS6 signals in staining at 1% and higher starting ACT concentrations (Extended Data Fig. 3-2^f^). *In situ* hybridization and pS6 immunostaining also confirmed the activation of Olfr1395, Olfr1297, and Olfr165-expressing OSNs towards TMT (Fig. 3*B*,*D*^g^; Extended Data Fig. 3-1) (Table 1). Consistent with our pS6-IP-Seq data, Olfr376-expressing OSNs did not show significantly higher pS6 signals at 0.01% starting concentration of TMT (Fig. 3*D*^g^; Extended Data Fig. 3-1) (Table 1). As a negative control, we also stained for the pS6 intensity of Olfr1395 when mice were exposed to ACT instead of TMT. Consistent with our pS6-IP-Seq’s differential expression data for ACT, Olfr1395 did not show significantly higher pS6 signals at any tested ACT concentrations (Extended Data Fig. 3-2^f^) (Table 1). Together, our data verified a set of sensitive ORs for ACT and TMT.

**Figure 3.**
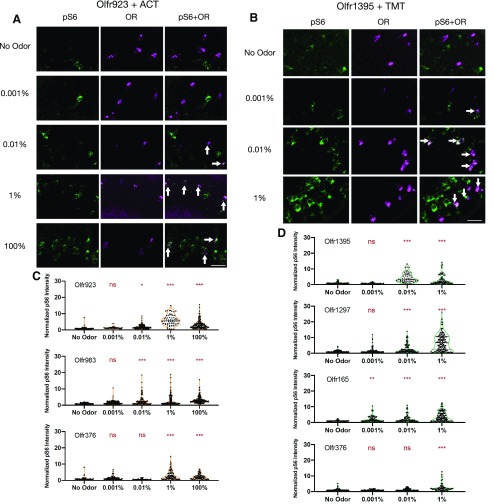
pS6-IP-Seq enrichment data were verified via staining. ***A***, ***B***, Fluorescence microscopy images showing double-label *in situ* of Olfr923 and Olfr1395 OSNs. Green is antibody staining for pS6, magenta is the DIG probe signal. Colocalizations are marked by white arrows, representing odorant activated OSNs. Scale bar: 25 μm. ***C***, ***D***, Violin plots showing the normalized pS6 intensity for DIG-labeled OSNs based on colocalization, each dot represents a probe labeled OSN. Orange and green colors outline ACT and TMT violin plots, respectively. Quantification of the staining data reveals significant difference in normalized pS6 intensity as a result of odorant stimulation; ns, not significant; *p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA, Dunnett’s *post hoc* test (various odorant concentrations are compared with no odor controls) for each probe. *N* = 1–3 mice. See Extended Data Figures 3-1, 3-2 for additional colocalization images and violin plots for ACT responsive ORs. See Extended Data Figures 3-3, 3-4 for lists of pS6-IP-Seq-enriched ORs supporting this figure.

10.1523/ENEURO.0103-19.2019.f3-1 Extended Data Figure 3-1 Fluorescence microscopy images showing double-label *in situ* and immunostaining of OSNs. Magenta is the DIG OR probe signal, green is antibody staining for pS6. Colocalizations are marked by white arrows. Colocalization is observed at starting concentrations of 0.01% odorant and above. Scale bar: 25 μm. Download Figure 3-1, EPS file.

10.1523/ENEURO.0103-19.2019.f3-2 Extended Data Figure 3-2 Violin plots showing the normalized pS6 intensity for ACT stimulated (orange outline) DIG-labeled OSNs at the mice olfactory epithelium. Olfr1427 and Olfr901 were ORs enriched by 0.01% ACT based on pS6-IP-Seq. Olfr1395 (significantly enriched by TMT based on pS6-IP-Seq) serves as a negative control for ACT; **p < 0.01, ***p < 0.001 by one-way ANOVA, Dunnett’s *post hoc* test (various starting odorant concentrations are compared to no odor controls) for each probe. *N* = 1–3 mice. Download Figure 3-2, EPS file.

10.1523/ENEURO.0103-19.2019.f3-3 Extended Data Figure 3-3. 138 pS6-IP-Seq ACT enriched ORs. Download Figure 3-3, XLSX file.

10.1523/ENEURO.0103-19.2019.f3-4 Extended Data Figure 3-4. 80 pS6-IP-Seq TMT enriched ORs. Download Figure 3-4, XLSX file.

### Correlation between pS6-IP-Seq and *in vitro* or responses

The *in vitro* responses of a panel of 500 ORs against ACT based on cAMP-mediated luciferase reporter gene assays in heterologous cells were reported to be correlated with the enrichment of ORs from pS6-IP-Seq (Jiang et al., 2015). Here we compared our new *in vivo* ACT pS6-IP-Seq dataset to the *in vitro* ACT dataset reported by Jiang et al. (2015). We first investigated whether significantly enriched ORs grouped using *in vivo* pS6-IP-Seq (orange circles) showed higher *in vitro* activation at three different concentrations of ACT (3 μM, 30 μM, and 300 μM), compared with the “not *in vivo* enriched” OR group (Fig. 4*A*, gray circles). Additionally, we created a graph for each ACT concentration, with FDR corrected *p* values on the *x*-axis, and in vitro responses on the *y*-axis to provide a sense how FDR corrected *p* values correlates with in vitro responses (Fig. 4*B*). 

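Of the 22 ORs enriched by ACT at some concentration, 16 had been tested in vitro and 9 of them (56.2%) were activated. They are Olfr923, Olfr983, Olfr1377, Olfr145, Olfr376, Olfr136, Olfr430, Olfr478 and Olfr744. Over all 516 tested ORs, 106 were activated. Activated means a value above 2.33 at 300 μM ACT. The values are luciferase responses on the authors' normalized scale, set by Olfr1126 and the empty vector, and 196 of them are below 0. The paper gives 2.33 as a fold induction, and here it is applied to these normalized values. Leaving out litter 1 gave 94 enriched ORs, of which 59 were tested and 33 activated.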

Overall, 89 out of the 138 *in vivo* enriched ORs were tested in vitro and 46 (52%) were activated (Extended Data Fig. 4-1). Consistent with the results of Jiang et al. (2015), we found that the *in vivo* enriched OR group has a significantly higher *in vitro* activation from 0.1% to 100% ACT, but there are instances where *in vivo* enriched ORs do not show *in vitro* responses, and vice versa.

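ORs enriched by 0.1% ACT had a median normalized luciferase value of 29.94 at the highest concentration in vitro, against 0.32 for the other tested ORs (7 and 509 ORs). Of the 7, Olfr923, Olfr983, Olfr1377 and Olfr145 were activated in vitro (57.1%), and Olfr901, Olfr1026 and Olfr889 were not. Among the other ORs, 20.0% were activated. At 1% ACT, 9 enriched ORs were tested and 5 activated (55.6%, against 19.9% of 507), with a median value of 29.03. At 3 μM and 30 μM, the medians of the ORs of 0.1% ACT were 0.97 and 6.45.
The two-sided permutation test of ranks at the highest concentration gave p = 0.116 for 0.1% ACT and p = 0.0242 for 1% ACT, or 0.0484 after adjustment over the 2 tests made. Fisher's exact test of the share activated gave p = 0.0355 at 0.1% and p = 0.0209 at 1% ACT. At 1%, the permutation test without litter 3 gave p = 0.623. Leaving out litter 1, whose 1% ACT library is high in ORs enriched by TMT, gave p = 1e-05, the smallest these permutations can give. At 0.1%, the permutation test without litter 3 gave p = 0.0451. With edgeR's quasi-likelihood test, no OR was enriched at 0.01% and 100% ACT, so the test could not be made there. For 100% ACT, the permutation test gave p = 1e-05 with the likelihood ratio test and recovered library sizes (23 ORs tested) and p = 0.00269 with DESeq2 (17 ORs). At 100% ACT without litter 1, 2 or 3, the permutation p was 1e-05, 0.00048 and 0.127. For 0.01% ACT, the permutation p was 0.00975 with the 2 ORs that either tool called and 0.12 with the 4 called without litter 1.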

**Figure 4.**
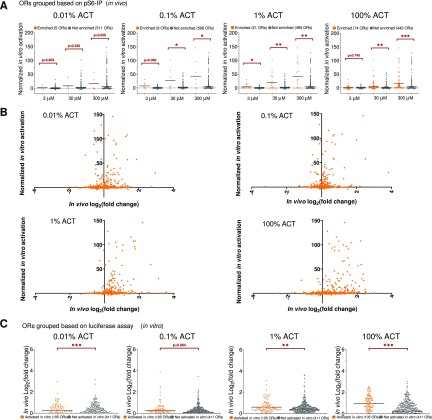
*In vivo* OR enrichment correlates with the *in vitro* activation data. ***A***, *In vitro* Hana3A cell lines cAMP-mediated reporter data for 516 out of the 1088 pS6-IP-Seq mapped intact ORs are classified into *in vivo* pS6-IP-Seq ACT enriched (orange, FDR corrected *p* < 0.05 and log_2_ fold change > 0) and not enriched groups (gray, FDR corrected *p* > 0.05 or log_2_ fold change < 0). *In vitro* normalized fold increase in luciferase signals were plotted for each OR groups across four ACT concentrations; 100% is based on the fold of increase of Olfr1126 activated by 300 μM ACT; 0% is determined by the fold of increase of empty rho-pCI vector stimulated with 3 μM ACT. Black bars represent mean; *p < 0.05, **p < 0.01, ***p < 0.001 by Mann–Whitney test (*in vivo* enriched ORs compared with not enriched ORs). ***B***, Individual pS6-IP-Seq ORs at 0.01%, 0.1%, 1%, and 100% starting concentrations of ACT have their FDR corrected *p* values plotted against *in vitro* activation data. Green dotted line indicates FDR corrected *p* = 0.05 line (ORs to the right have FDR corrected *p* < 0.05, ORs to the left have FDR corrected *p* > 0.05). Red and blue lines indicate mean *in vitro* activation values for *in vivo* enriched and not enriched ORs. ***C***, *In vivo* pS6-IP-Seq fold enrichment was plotted for each OR groups across four ACT concentrations. ORs are classified based on *in vitro* cAMP-mediated reporter data into activated (orange, fold luciferase induction at 300 μM ACT > 2.33) and not activated groups (gray, fold luciferase induction at 300 μM ACT < 2.33). Black bars represent mean; **p < 0.01, ***p < 0.001 by Mann–Whitney test (*in vitro* enriched ORs compared with not enriched ORs). See Extended Data Figures 4-1, 4-2 for *in vitro* data supporting this figure.

10.1523/ENEURO.0103-19.2019.f4-1 Extended Data Figure 4-1 *In vitro* versus in vivo response data. Download Figure 4-1, XLSX file.

10.1523/ENEURO.0103-19.2019.f4-2 Extended Data Figure 4-2 Comparison across Jiang et al. (2015)’s 86 responsive ACT OR + Olfr888. Download Figure 4-2, XLSX file.

Similarly, we observed that the ORs grouped based on *in vitro* luciferase assay activation (orange circles) had a significantly higher pS6-IP-Seq fold enrichment at all the ACT concentrations tested, compared with the “not *in vitro* activated” OR group (Fig. 4*B* ^h^, gray circles) (Table 1); 46 out of the 105 *in vitro* activated ORs were also enriched *in vivo* based on pS6-IP-Seq (Extended Data Fig. 4-1).

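The 106 ORs activated in vitro had higher values than the other tested ORs at each ACT concentration in camera with a preset correlation. With an estimated correlation, the adjusted p was 0.382, 0.382, 0.347 and 0.347 from 0.01% to 100% ACT. That version rests on few residual degrees of freedom and can hardly pass a list, so it does not decide these shifts. Their median log2 fold change was 0.32 at 0.01%, 0.07 at 0.1%, 0.12 at 1% and 0.66 at 100% ACT. Members with a value above 0 numbered 78, 62, 70 and 85. Olfr923, Olfr983 and Olfr1377 led at 0.1% ACT, and Olfr376, Olfr136 and Olfr430 at 1%. Of the 106, 4 were enriched at 0.1% and 5 at 1% ACT. The counts adjusted over the list alone were 0, 5, 6 and 21 from the lowest to the highest concentration.
With the preset, camera's adjusted p was 2.36e-04, 0.0242, 2.12e-03 and 2.79e-10 from 0.01% to 100% ACT. At 0.01% ACT, the log2 changes of litter 1 had an SD of 1.25 across 892 ORs, against 0.56 and 0.65 in the other litters. The 1% ACT library of litter 1 is high in ORs enriched by TMT.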

### Evaluating pS6-IP-Seq versus DREAM techniques

The DREAM technique is another method for the *in vivo* identification of odor activated ORs. DREAM relies on the transcriptional downregulation of individual ORs after ∼5 h of odor exposure (von der Weid et al., 2015). Using DREAM, von der Weid et al. (2015) identified a set of ORs, 22 of which were confirmed by qPCR, to be responsive at 5% ACT.

To understand the relationship between DREAM and our updated pS6-IP-Seq, we focused on the top 45 ORs whose mRNA expressions were downregulated by 5% ACT (von der Weid et al., 2015; Extended Data Fig. 5-2). We remapped the sequence data using our updated OR definitions and performed differential expression analysis using the same bioinformatics pipeline as our pS6-IP-Seq datasets (Extended Data Fig. 5-3; for details, see Materials and Methods). Consistent with the von der Weid et al. (2015) study, all the top 45 ORs were downregulated. 

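Of 44 ORs that DREAM found lower after 5% ACT (Extended Data Fig. 5-2), 32 had a log2 fold change above 0 in pS6-IP-Seq at 0.01% ACT. At 0.1% ACT there were 28, at 1% ACT 32, and at 100% ACT 31. The median log2 fold change of the 44 was 0.36 at 0.01%, 0.20 at 0.1%, 0.27 at 1% and 0.65 at 100% ACT. The paper gives 45 ORs in its text, and the table of values used here holds 44.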

Comparing the DREAM data with our pS6-IP-Seq data, many of the top 45 ORs showed positive Log_2_FC values in pS6-IP-Seq (Fig. 5; Extended Data Fig. 5-1). Overall, 19 of the top 45 ORs showed significant enrichment (i.e., FDR corrected *p* < 0.05) at least in one of the tested concentrations in our pS6-IP-Seq data. 

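Of the 44 DREAM ORs, 6 were enriched by ACT in edgeR's quasi-likelihood test, 5 at 0.1% and 1 at 1% ACT. They are Olfr923, Olfr983, Olfr1377, Olfr145 and Olfr901 at 0.1% and Olfr478 at 1% ACT. The likelihood ratio test with recovered library sizes called 11 and DESeq2 called 10. Without litter 1 there were 20.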

Log_2_FC values were negatively correlated between DREAM at 5% ACT and pS6-IP-Seq from 0.01% to 1% ACT (*p* values < 0.05 and *R*^2^ range from 0.11 0.25; Fig. 5*A* ^i^*–C*^i^) (Table 1), while Log_2_FC values were weakly correlated between DREAM at 5% ACT and pS6-IP-Seq at 100% ACT (*p* = 0.2356 and *R*^2^ = 0.03; Fig. 5*D* ^i^) (Table 1). 

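ORs that fell more in DREAM had larger log2 fold changes in pS6-IP-Seq at the lower ACT concentrations. Pearson's r across the 44 ORs was -0.375 at 0.01% (R² = 0.141), -0.5 at 0.1% (0.25), -0.34 at 1% (0.115) and -0.181 at 100% ACT (0.033). The two-sided permutation tests gave p = 0.0128, 0.00128, 0.0252 and 0.243, or 0.0256, 0.00512, 0.0336 and 0.243 after adjustment over these 4 relations. Spearman's rho was -0.346, -0.429, -0.327 and -0.182 (permutation p = 0.0227, 0.00417, 0.031 and 0.24). ORs are not independent replicates, and the values at 0.01% and 0.1% ACT rest on the same no odor mice.
Without the 2 ORs farthest in the DREAM values, r was -0.359, -0.397, -0.246 and -0.295. At 1% ACT, the permutation p without those ORs was 0.115, while Spearman's rho over all 44 ORs was -0.327 (permutation p = 0.031). Leaving out litter 3 gave r = -0.283 at 0.01% (permutation p = 0.0623), -0.147 at 1% and 0.014 at 100% ACT. Without a block, r at 0.01% ACT was -0.292 (permutation p = 0.0547). Without litter 1 or litter 2, r at 0.01% ACT was -0.338 and -0.312 (permutation p = 0.0265 and 0.0394). From these correlations, the paper proposes that pS6 induction and the fall of mRNA are moderately related.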

Altogether, our analysis suggests that the degrees of pS6 induction and downregulation of mRNA expression are moderately correlated.

**Figure 5.**
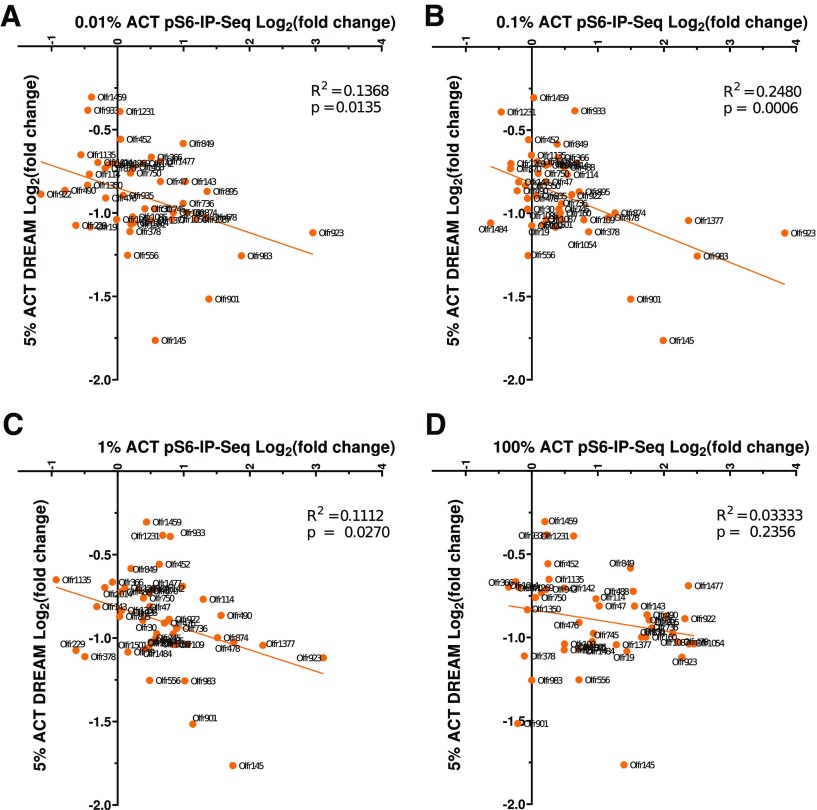
Correlation of pS6 induction and downregulation of mRNA expression. Individual ORs pS6-IP-Seq fold changes based on 0.01% (A), 0.1% (B), 1% (C), and 100% (D) ACT are compared with the DREAM 5% ACT fold changes based on 0.01%, 0.1%, 1%, and 100% ACT are compared with the DREAM 5% ACT fold changes (sequence data realigned using the updated UTRs with coding exons annotation and STAR bioinformatics pipeline). All 45 of the previously reported 5% ACT DREAM responsive ORs were shown. *R*^2^ and *p* values are based on linear regression. See Extended Data Figure 5-1 for the pS6-IP-Seq response of specific DREAM ACT ORs. See Extended Data Figures 5-2, 5-3 DREAM differential expression data supporting this figure.

10.1523/ENEURO.0103-19.2019.f5-1 Extended Data Figure 5-1 Volcano plots showing our pS6-IP-Seq data for the 26 ACT ORs found to be differentially expressed solely in the DREAM technique. Log_2_ fold change (logFC) and FDR corrected *p* values are shown based for 1% and 100% ACT. Download Figure 5-1, EPS file.

10.1523/ENEURO.0103-19.2019.f5-2 Extended Data Figure 5-2 Comparison between DREAM and pS6-IP-Seq data. Download Figure 5-2, XLSX file.

10.1523/ENEURO.0103-19.2019.f5-3 Extended Data Figure 5-3 Differential expression data based on von der Weid et al. (2015)’s DREAM data. Download Figure 5-3, XLSX file.

### Validating Olfr923 with a gene knock-in approach

As an independent approach to demonstrate *in vivo* activation of Olfr923 expressing OSNs by ACT, we generated IRES-Cre gene knock-in mice at the Olfr923 locus and crossed them with Rosa26-lox-stop-lox-tdTomato reporter mice (Fig. 6*A*; Extended Data Fig. 6-1) to label the Olfr923 glomerulus (Madisen et al., 2010).

**Figure 6.**
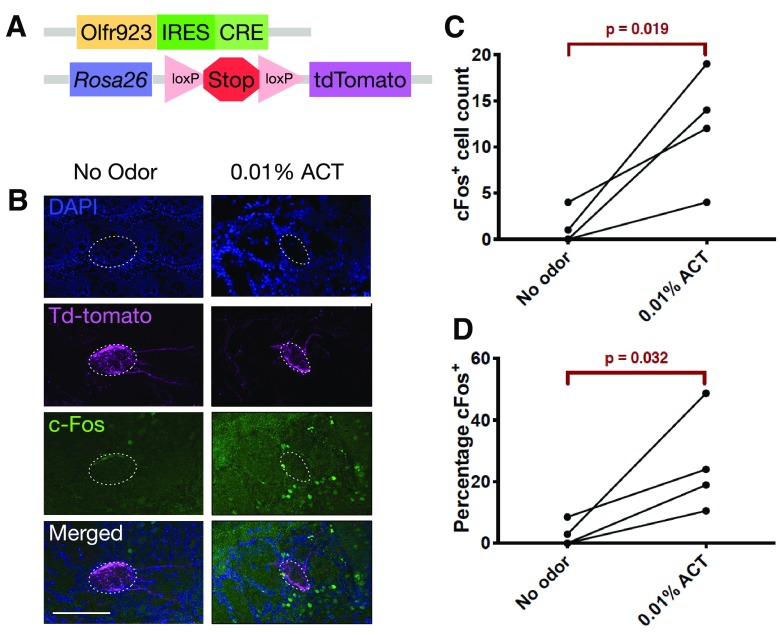
Exposure to 0.01% starting concentration of ACT induces c-Fos expression in Olfr923 periglomerular neurons. ***A***, Schematic drawing of the Olfr923-Cre transgenic mouse targeting vector. ***B***, Fluorescence microscopy image showing the Olfr923 mouse glomerulus. Magenta is Olfr923 labeled by td-tomato, green is periglomerular neurons stained for c-Fos, blue is DAPI nuclear staining. Scale bar: 100 μm. Tissue sections with the greatest density of td-tomato fibers at the glomeruli were used for staining. ***C***, c-Fos-positive periglomerular cell counts around the Olfr923 glomeruli. ***D***, Percentage of c-Fos-positive periglomerular cells, calculated by the number of c-Fos-positive over the total number of DAPI-labeled Olfr923 periglomerular cells. ***C***, *p* values are based on paired *t* test, one-tailed (no odor compared with 0.01% ACT). *N* = 4 mice were used for each odorant condition. Dots connected with a horizontal line represent samples that were stained on the same day. See Extended Data Figures 6-1, 6-2 for the detailed targeting vector construct and additional staining images at the Olfr923 glomeruli.

10.1523/ENEURO.0103-19.2019.f6-1 Extended Data Figure 6-1 *A*, Targeting vector construction through homologous recombination mediated BAC recombineering. ***B***, Schematic of the Olfr923-IRES-Cre targeting. ***C***, Targeting vector map. Download Figure 6-1, EPS file.

10.1523/ENEURO.0103-19.2019.f6-2 Extended Data Figure 6-2 *A*, Fluorescence microscopy images of the olfactory bulb. Blue is DAPI nuclear staining, magenta is Olfr923 labeled by td-tomato, green is periglomerular neurons stained for c-Fos. Merged images show periglomerular c-Fos activity around the Olfr923 glomeruli. Scale bar: 100 μm. ***B***, Individual quantification of the c-Fos activity for each glomerulus, quantified areas are shown in as cropped glomeruli images on the left. Dots connected with a horizontal line represent samples that were stained on the same day. Download Figure 6-2, EPS file.

To ask whether the Olfr923 glomeruli in the olfactory bulb were activated, we conducted c-Fos immunostaining in periglomerular cells induced by odor stimulation (Guthrie et al., 1993). Mice exposed to 0.01% starting concentration of ACT displayed a significant increase in c-Fos induction in periglomerular cells surrounding the Olfr923 glomeruli compared with no odor controls both in terms of cell counts and percentages of c-Fos-positive cells (*p*^j^ < 0.05 paired *t* test, one-tailed; Fig. 6*B*,*C*; Extended Data Fig. 6-2), suggesting ACT activates Olfr923 OSNs and also the Olfr923 glomeruli.

### The free energy of binding shows the high affinity of Olfr923 for ACT

Our *in vivo* and *in situ* data consistently showed ACT to be an activator for Olfr923. Lastly, we asked if Olfr923 has evidence of structural properties that are favorable for ACT binding. Heptanal is a non-agonist of Olfr923 as previously reported (Ibarra-Soria et al., 2017). We first aimed to confirm Olfr923 activation *in vitro* using the GloSensor assay system to monitor the real time response of Olfr923 against ACT and heptanal. ACT or heptanal was dissolved into medium and odor-mediated cAMP induction was monitored in real time. Increases of over time were observed when Olfr923 was exposed to ACT, an indication of Olfr923 activation by ACT, while no significant luminescence increase was observed when Olfr923 was exposed to heptanal (Extended Data Fig. 7-1*A*). To quantify Olfr923 activations, we analyzed the area under the curve (AUC) of the normalized luminescence and generated dose response curves, confirming differential activation of Olfr923 by ACT and heptanal (Extended Data Fig. 7-1*B*).

A three-dimensional model of Olfr923 was built by homology modeling (for details, see Materials and Methods). ACT was docked into the canonical binding cavity of Olfr923, and heptanal serves as a negative control. Heptanal is a non-agonist of Olfr923 as previously reported (Ibarra-Soria et al., 2017). This complex was embedded in a membrane model, solvated in water and submitted to multiple molecular dynamics simulations. After several steps of minimization, equilibration and 800 ns of production with no constraints, ACT remained closely associated with the canonical binding cavity (Fig. 7*A*). The odorant binding cavity is more constricted around ACT, as shown for other non-olfactory GPCR structure bound to agonist (Wingler et al., 2019). However, heptanal exited the binding cavity to enter the lipid bilayer that composes the membrane, suggesting a low ligand-OR binding cavity affinity (Fig. 7*B*). Next, we computed the free energy of binding (ΔG_binding_) by MMGBSA calculation (Topin et al., 2014; Fig. 7*C*). This method was previously shown to be effective in discriminating OR agonists from non-agonists (Topin et al., 2014). Olfr923 bound to ACT has a favorable negative ΔG_binding_ (Fig. 7*C*). In contrast, heptanal has an unfavorable positive ΔG_binding_ (*p*^k^ = 0.0371 paired *t* test, one-tailed; Fig. 7*C*).

**Figure 7.**
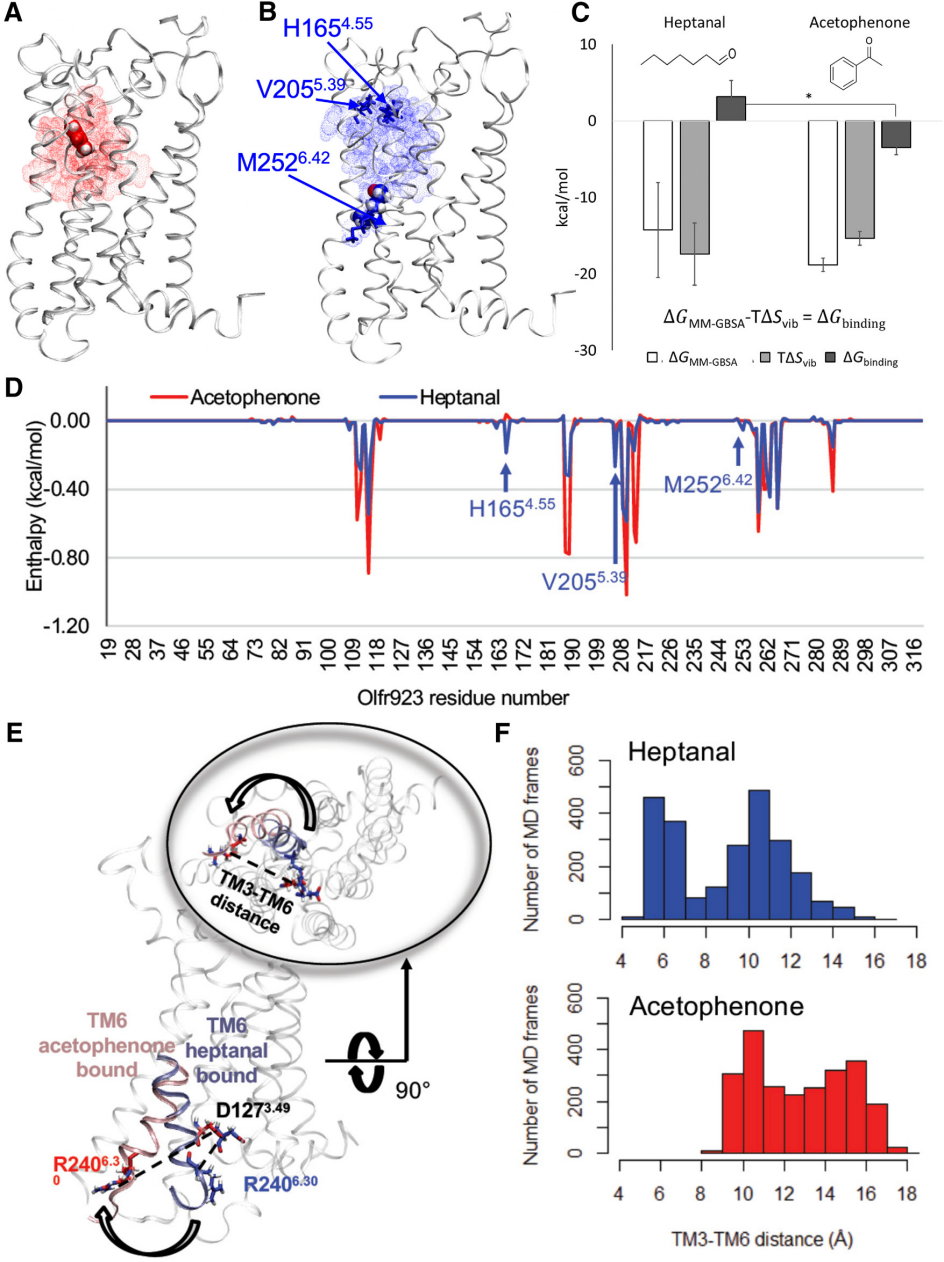
*In silico* investigation of ACT binding to olfr923. The three-dimensional structure of Olfr923 was built by homology modeling and bound to ACT (red, ***A***) and heptanal (blue, ***B***). Helices are represented in white ribbons and the odorant molecules are shown in Van der Walls volumes. The residues interacting with the odorant molecule during molecular dynamics simulations are highlighted by dotted clouds in the corresponding color (ACT-red, heptanal-blue). Residues specific to heptanal binding, H165^4.55^, V205^5.39^ and M252^6.42^ (Ballesteros–Weinstein numbering shown in superscript; Ballesteros and Weinstein, 1995), are represented in blue licorice. ***C***, Computed enthalpy ΔG_MM-GBSA,_ entropy TΔS_vib_, and free energy of binding ΔG_binding_ for heptanal and ACT bound to Olfr923; *p < 0.05 by paired *t* test (ACT compared with heptanal). *N* = 3 simulations per odorant. ***D***, Decomposition per residue of the enthalpy ΔG_MM-GBSA,_ for ACT (red) and heptanal (blue). ***E***, Tridimensional structure of olfr923 in active and inactive conformations. The intracellular part of TM6 and the two residues involved in the ionic lock are highlighted for the ACT bound system (shade of red) and heptanal bound system (blue). Insert, Intracellular view of the receptor. The TM3-TM6 distance monitored in ***F*** is shown by a dotted line. ***F***, Distribution of the number of frames in the molecular dynamics simulations sampling TM3-TM6 distances for ACT (red) and heptanal (blue). See Extended Data Figure 7-1 for GloSensor assay in vitro validation and the molecular dynamics workflow.

10.1523/ENEURO.0103-19.2019.f7-1 Extended Data Figure 7-1 *A*, Liquid-phase ACT and heptanal stimulation of Olfr923 with the GloSensor assay system. Luminescence in each well was measured once every 90 s for six cycles, and the values were normalized with the initial value for Olfr923-pCI and response of the pCI control at the given time point. *N* = 3 wells were used for each concentration. Error bars indicate SEM. ***B***, AUC indicates the sum of normalized luminescence (normalized to pCI vector+ buffer condition) from initial response to final response. Error bars indicate SEM. ***C***, Molecular dynamics workflow. Download Figure 7-1, EPS file.

In order to identify the residues of Olfr923 involved in the stabilization of ACT and destabilization of heptanal, we decomposed the enthalpy of binding (ΔG_MM-GBSA_) by the contribution of each residue (Fig. 7*D*). We saw that ACT binding is more strongly stabilized than heptanal with lower enthalpy values for its interaction with residues of the Olfr923 binding cavity. However, residues H165^4.55^, V205^5.39^, and M252^6.42^ (Ballesteros–Weinstein numbering is shown in superscript; Ballesteros and Weinstein, 1995) stabilized heptanal binding more than for ACT in our molecular dynamics simulations (Fig. 7*D*). To identify the positions of the residues involved in the binding of both molecules, we projected them on our three-dimensional model (Fig. 7*A*,*B*). ACT engaged in interactions exclusively with residues belonging to the canonical odorant binding cavity of Olfr923 (Man et al., 2004; Katada et al., 2005; de March et al., 2015a), positioning ACT in an effective binding position likely to trigger the receptor activation (Fig. 7*A*). Heptanal was more mobile into the binding cavity. Interestingly, the residues H165^4.55^, V205^5.39^, and M252^6.42^ which participated only in heptanal stabilization are always located outside of the canonical binding cavity (Fig. 7*B*,*D*), either in the extracellular part of the receptor or between TM4 and TM5 under the canonical binding cavity.

This explains the tendency of heptanal to exit the canonical binding cavity during our molecular dynamic simulations. Furthermore, it was shown recently that molecular dynamic simulations of ORs can sample active or inactive states of the receptor when bound to an agonist or a non-agonist, respectively (de March et al., 2015b, 2018). The most accurate parameter to monitor receptor activation in molecular dynamics simulations is the distance between the intracellular part of TM3 and TM6, particularly between the two protagonists of the ionic lock in GPCR (Fig. 7*E*; Altenbach et al., 2008; de March et al., 2015b, 2018). The inactive conformation of an OR is maintained by the ionic interaction, called ionic lock, between D^3.49^ belonging to the motif **D^3.49^**RY common to the GPCR superfamily and R^6.30^ belonging to the motif R^6.30^xKAFSTCASH specific to the OR family. During activation, conformational changes in the receptor are associated with a break of this ionic interaction and a switch of the intracellular part of TM6 toward the membrane, opening an intracellular cavity for the G-protein coupling (de March et al., 2015b, 2018). By observing our multiple molecular dynamics simulations, we noticed that Olfr923 structures bound to ACT show mostly opened ionic locks (>12 Å), suggesting active conformation (Fig. 7*E*,*F*). However, Olfr923 structures bound to heptanal exhibit a majority of receptor conformations possessing a close ionic lock (<12 Å), suggesting that the Olfr923 is mainly in its inactive conformation (Fig. 7*E*,*F*). This difference in the distribution of receptor conformations between ACT and heptanal shows that our model captured the ligand binding features required to trigger Olfr923 activation. Altogether, our data suggests that the Olfr923 binding cavity has favorable properties for ACT effective binding, and further supports our findings that ACT binds to and activates Olfr923.

Our results from *in vivo*, *in situ*, and *in silico* approaches, together with the reported activation of Olr923 by ACT *in vitro* (Jiang et al., 2015), suggest that ACT binds and activates Olfr923.

## Discussion

In this study, we investigate how odorant concentration information is represented at the receptor level. This comprehensive representation is reported as activated OR across a 10,000-fold starting concentration range. We identified some of the most sensitive ORs for ACT and TMT and validated the activation of Olfr923 by ACT at the glomerular level in the olfactory bulb.

### Updated method to identify ORs activated by odors *in vivo*

To more accurately describe the concentration-dependent combinatorial OR code, we report an updated pS6-IP-Seq method to profile mRNA expression in odor activated OSNs. We used a monoclonal pS6 antibody, streamlined the library preparation methods (Knight et al., 2012; Jiang et al., 2015), and adopted STAR for efficient sequence reads mapping (Dobin et al., 2013). We can now identify more ORs at given odor concentrations and at lower and more physiologically relevant odor concentrations. The updated pS6-IP-Seq can be adopted to identify responsive ORs across a wide range of monomolecular odorants, odorant mixtures, and complex natural odors to further our understanding of peripheral odor coding (Isogai et al., 2018).

Our OR lists overlap with a majority of the ORs identified by the Jiang et al. (2015) publication. Out of the total 86 ACT responsive ORs reported by Jiang et al. (2015), 51 of these ORs were also identified by our current study. 

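Of the 86 ORs that Jiang et al. reported for ACT, 12 were enriched here, among them Olfr923, Olfr983, Olfr1377, Olfr901, Olfr376 and Olfr136. By chance, 1.74 would be shared with the 22 enriched ORs (one-sided exact hypergeometric test, p = 9.48e-09). At 0.1% ACT, 6 of the 86 were enriched, and at 1% ACT another 6. With recovered library sizes, the likelihood ratio test gave 23 shared ORs, and DESeq2 gave 20. Without litter 1, 47 ORs were shared.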

The vast majority of the non-overlapping ORs exhibit a positive Log_2_FC, indicating that these ORs were enriched but did not reach our statistical criteria (FDR corrected *p* < 0.05). It is also likely that the difference in antibodies against pS6 (i.e., polyclonal antiserum in Jiang et al. vs monoclonal antibodies in the current study) contribute some differences (Jiang et al., 2015). 

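Of the 74 ORs of Jiang et al. that were not enriched here, 66 had a log2 fold change above 0 at 100% ACT and 50 at 1% ACT. Over all 86, the median log2 fold change was 0.43 at 0.01%, 0.14 at 0.1%, 0.19 at 1% and 1.15 at 100% ACT. At 100% ACT, 76 of the 86 lay above 0. The counts adjusted over the list alone were 1, 7, 10 and 32 enriched ORs, from the lowest to the highest concentration. Litter 3 had a median of 2.13 at 100% ACT over these ORs, and the other litters 0.46 and 0.59. Litter 1 had a median of 1.25 at 0.01% ACT, and the other litters -0.07 and -0.23.
In camera, the adjusted p of the list was 6.42e-05 at 0.01%, 9.16e-06 at 0.1%, 4.98e-05 at 1% and 1.64e-20 at 100% ACT. With an estimated correlation, the adjusted p was 0.455 at 0.01% and 0.347 at the other concentrations. This version can hardly pass a list, as its degrees of freedom come from a few libraries. At 0.1% ACT, the estimated correlation was 0.005, yet camera's unadjusted p rose from 1.72e-06 to 0.0321. These values therefore do not decide whether the shifts hold.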

Changes in the bioinformatics pipelines also contribute to differences.

Our data support the notion that higher concentration of odorants activates more ORs (Fried et al., 2002; Mainland et al., 2014). 

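Of the 15 ORs enriched by 0.01% or 0.1% TMT, 14 were enriched again at 1% or 100% TMT, among them Olfr1297, Olfr165, Olfr1395, Olfr186 and Olfr531. By chance, 1.88 would recur. All 4 ORs of 0.01% TMT were enriched at 0.1% TMT, and 41 of the 51 ORs of 1% TMT at 100%. Each of these pairs of concentrations rests on the same no odor mice. Unchanged groups simulated against the same controls shared 0 ORs on average. With no change simulated, an overlap near 0 is given in advance, so it cannot show whether shared controls raise the overlap. The log2 fold changes of 0.01% and 0.1% TMT correlated at 0.543, against 0.499 in the simulation. For 1% and 100% TMT it was 0.53, against 0.495. Their covariance was 0.262, against 0.168, and 0.43, against 0.182. Of the 7 ORs enriched by 0.1% ACT, 0 were enriched at 1% or 100% ACT, where 0.1 would recur by chance. The 0.1% group and the groups of higher ACT have separate no odor mice. With the likelihood ratio test and recovered library sizes, 1 of 8 recurred for ACT.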

In the vast majority of cases, ORs significantly enriched with odor stimulation at a low concentration are also enriched at higher concentrations. However, there are some instances where ORs show significant enrichment only at lower concentrations. 

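At 0.1% but not at 1% or 100% ACT, edgeR's quasi-likelihood test called Olfr923, Olfr983, Olfr1377, Olfr901, Olfr1026, Olfr145 and Olfr889. For TMT, Olfr739 alone was enriched at 0.1% and not at a higher concentration. Over the 7 ORs of 0.1% ACT, litter 1 had a median log2 change of -0.07 at 1% ACT, and the other litters had 1.31 and 2.64. At 100% ACT, the medians over these ORs were -0.43, 0.30 and 2.19 in litters 1 to 3. Without litter 1, Olfr923, Olfr1377, Olfr1026, Olfr145 and Olfr889 passed at 1% ACT, so these calls turn on that litter.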

The statistical criteria based on the FDR corrected *p* < 0.05 cutoff does not represent the critical boundary between responsive ORs and non-responsive ORs. It serves as a selection criterion to identify populations of responsive ORs activated backed by statistical confidence. It is also likely that the proportional nature of RNA-Seq contributes to apparent lower fold changes at the higher odorant concentration. With future advancements in next-generation sequencing data collection and analysis, we expect refinement in the list of enriched ORs.

### OR populations encoding odor concentrations

Humans perceive the same odor with higher intensity and varying degree of pleasantness as odor concentration increases (Moskowitz et al., 1976; Anderson et al., 2003). In some cases, odor quality and/or pleasantness shift when different concentrations of the same odorant are presented (Gross-Isseroff and Lancet, 1988), although there is no such report for ACT and TMT. Higher concentrations of odorants that result in higher OSN spiking rates (Rospars et al., 2000; Bhandawat et al., 2005; Grosmaitre et al., 2006) are likely to result in higher S6 phosphorylation as shown in the retinal cells (Milner and Do, 2017). This cascade of events, could, in turn, contribute to the neural representation of elevated odor intensity. Higher concentration of odors activate additional, lower affinity ORs at the olfactory epithelium, resulting in more glomerular activations in the olfactory bulb (Fried et al., 2002; Khan et al., 2010). These additionally recruited, low-affinity ORs may drive differences in odor quality and perceived intensity by modulating neuronal firing in higher olfactory areas (Stettler and Axel, 2009). In this study, we identified a set of ORs responding to both low and high concentrations odorant and another set of ORs recruited only at high odorant concentrations. In the future, resources provided in this study will be useful in defining the roles of high-affinity and low-affinity ORs by targeting specific ORs to manipulate in reference to their *in vivo* activation profiles.

### Specific ORs encoding odor identity

Another dimension of smell encoding, besides keeping track of odorant concentrations, is for neurons to also represent concentration differences of a given odor (Parabucki et al., 2019). Despite facing a dynamic environment where they encounter hundreds to thousands of volatile odors at various concentration gradients, humans and animals are capable of maintaining stable odor quality perception across concentrations (Krone et al., 2001; Wachowiak and Cohen, 2001; Uchida and Mainen, 2007; Mainland et al., 2014; Sirotin et al., 2015; Wilson et al., 2017).

What is not yet clear is how odor identities are encoded and maintained despite massive differences in the activated OR repertoires across concentrations. Stable odor ratio information (Uchida and Mainen, 2007), input-output transformation at the level of the olfactory bulb (Storace and Cohen, 2017) and early activated ORs during the first sniff (Wilson et al., 2017) are implicated in concentration invariance. Sensitivity of ORs, as well as abundance and positions of OSNs expressing individual ORs within the olfactory epithelium (zonal expression), can play a role in determining the timing of neuronal activation at the level of glomeruli in the olfactory bulb (Schneider et al., 1966; D’Hulst et al., 2016). Our datasets reporting ORs responding to low concentrations of odorants, in conjunction with a number of OSNs expressing different ORs which correlates with OR mRNA abundance (Ibarra-Soria et al., 2014) together with zonal expression of ORs (Ressler et al., 1993; Vassar et al., 1993; Miyamichi et al., 2005; Tan and Xie, 2018) can provide valuable information in targeting a specific set of ORs to investigate their role in odor coding.

### Comparisons of pS6-IP-Seq, DREAM and heterologous expression in measuring or responses

The DREAM technique identifies odor responsive ORs based on a decrease in OR mRNA abundance after odor stimulation (von der Weid et al., 2015). Our analysis suggests that OR responses based on *in vitro* assays and the two *in vivo*-based assays (pS6-IP-Seq and DREAM) correlated each other yet they did not show strong linear correlations. For example, Olfr923 is one of the most sensitive and robust ORs responding to ACT based on pS6-IP-Seq, ranking top in terms of Log_2_FC amongst significantly enriched ORs from 0.01% to 1% ACT. Olfr923 ranked 36^th^ out of the top 45 responsive ORs based on 5% ACT DREAM RNA-Seq fold change in the von der Weid publication, Olfr923 now ranks fifth when our bioinformatics pipeline is used to reanalyze the 5% ACT DREAM RNA-Seq data (von der Weid et al., 2015; Fig. 5; Extended Data Fig. 5-3). When tested *in vitro* via the luciferase assay, Olfr923 ranked 32nd out of the 105 responsive ORs based on fold luciferase induction with 300 μM ACT (Jiang et al., 2015). Difficulties in functionally expressing certain ORs in heterologous cells partly explains the differences. Future mechanistic understanding of how odorant activation drives S6 phosphorylation or OR mRNA decrease should help explain these differences across the *in vivo* and *in vitro* OR response studies. In addition, the abundance of ORs can also be widely varied (Ibarra-Soria et al., 2014). Some ORs with low read counts did not reach the set significance (FDR corrected *p* > 0.05) despite large fold changes. A deeper sequencing read depth will help determine whether these ORs are bona fide ORs responding to the tested odorants.

In summary, our study comprehensively identifies ORs responding to varying concentrations of odorants and contributes to the understanding of how odorant concentration information is encoded at the receptor level in the peripheral olfactory system. Identifying ORs responding to both low to high odorant concentrations will be valuable in future studies evaluating the contribution of high-affinity and low-affinity ORs towards odor perception.

**Table 1:** Statistical table

Location	Data structure	Type of test	Power/confidence intervals				
**a**	Normal distribution	Differential gene expression analysis	Multiple comparison adjusted FDR *p* values are reported				
**b**	Non-normal distribution	Mann–Whitney test	*p* < 0.0001				
**c**	Categorical	Fisher’s exact test	0.1% odorant *p* = 0.0147; 1% odorant *p* = 0.0021; 100% odorant *p* = 0.0057				
**d**	Non-normal distribution	Mann–Whitney test	0.1% odorant *p* < 0.0001; 1% odorant *p* = 0.0855; 100% odorant *p* = 0.0029				
**e**	Normal distribution	One-way ANOVA followed by Dunnett’s *post hoc* test		Olfr923	Olfr983	Olfr376	
			No odor vs 0.001%	0.884	0.1106	0.5127	
			No odor vs 0.01%	0.0187	<0.0001	0.646	
			No odor vs 1%	<0.0001	<0.0001	<0.0001	
			No odor vs 100%	<0.0001	<0.0001	0.0004	
**f**	Normal distribution	One-way ANOVA followed by Dunnett’s *post hoc* test	Olfr1427: no odor vs 0.001% = 0.9982, no odor vs 0.01% = 0.9106, no odor vs 1% < 0.0001 Olfr901: no odor vs 0.001% = 0.7569, no odor vs 0.01% = 0.0930, no odor vs 1% = 0.0030, no odor vs 100% < 0.0001 Olfr1395: no odor vs 0.001% = 0.9889, no odor vs 0.01% = 0.8116, no odor vs 1% = 0.6882, no odor vs 100% = 0.3402				
**g**	Normal distribution	One-way ANOVA followed by Dunnett’s *post hoc* test		Olfr1395	Olfr1297	Olfr165	Olfr376	
			No odor vs 0.001%	0.811	0.4429	0.0014	0.9326	
			No odor vs 0.01%	<0.0001	<0.0001	0.0009	0.7041	
			No odor vs 1%	<0.0001	<0.0001	<0.0001	<0.0001	
**h**	Non-normal distribution	Mann-Whitney test	Normalized *in vitro* activation data: 0.1% ACT *p*(3μM) = 0.0795, *p*(30μM) = 0.0289, *p*(300μM) = 0.0458; 1% ACT *p*(3μM) = 0.0120, *p*(30μM) = 0.0029, *p*(300μM) = 0.0011; 100% ACT *p*(3μM) = 0.7345, *p*(30μM) = 0.0011, *p*(300μM) < 0.0001; Fold enrichment *in vivo* data: 0.01% ACT *p* < 0.0001; 0.1% ACT *p* = 0.0642; 1% ACT *p* = 0.0023; 100% ACT *p* < 0.0001				
**i**	Normal distribution	Linear regression	Slope deviation from zero *p* values are reported				
**j**	Normal distribution	Paired *t* test	Cell count *p* = 0.019, percentage cFos *p* = 0.032				
**k**	Normal distribution	Paired *t* test	*p* = 0.0371				

## References

[B1] Altenbach C, Kusnetzow AK, Ernst OP, Hofmann KP, Hubbell WL (2008) High-resolution distance mapping in rhodopsin reveals the pattern of helix movement due to activation. Proc Natl Acad Sci USA 105:7439–7444. 10.1073/pnas.0802515105 18490656PMC2396682

[B2] Anders S, Huber W (2010) Differential expression analysis for sequence count data. Genome Biol 11:R106. 10.1186/gb-2010-11-10-r106 20979621PMC3218662

[B3] Anderson AK, Christoff K, Stappen I, Panitz D, Ghahremani DG, Glover G, Gabrieli JD, Sobel N (2003) Dissociated neural representations of intensity and valence in human olfaction. Nat Neurosci 6:196–202. 10.1038/nn1001 12536208

[B4] Ballesteros JA, Weinstein H (1995) Integrated methods for the construction of three-dimensional models and computational probing of structure-function relations in G protein-coupled receptors In: Methods in neurosciences, pp 366–428. San Diego: Elsevier.

[B5] Bhandawat V, Reisert J, Yau KW (2005) Elementary response of olfactory receptor neurons to odorants. Science 308:1931–1934. 10.1126/science.1109886 15976304PMC2957801

[B6] Biever A, Valjent E, Puighermanal E (2015) Ribosomal protein S6 phosphorylation in the nervous system: From regulation to function. Front Mol Neurosci 8:75. 10.3389/fnmol.2015.00075 26733799PMC4679984

[B7] Bozza T, Feinstein P, Zheng C, Mombaerts P (2002) Odorant receptor expression defines functional units in the mouse olfactory system. J Neurosci 22:3033–3043. 1194380610.1523/JNEUROSCI.22-08-03033.2002PMC6757547

[B8] Bray NL, Pimentel H, Melsted P, Pachter L (2016) Near-optimal probabilistic RNA-seq quantification. Nat Biotechnol 34:525–527. 10.1038/nbt.3519 27043002

[B9] Buck L, Axel R (1991) A novel multigene family may encode odorant receptors: A molecular basis for odor recognition. Cell 65:175–187. 10.1016/0092-8674(91)90418-x 1840504

[B10] Case DA, Darden T, Cheatham TE, Simmerling C, Roitberg A, Wang J, Duke RE, Luo R, Roe DR, Walker RC, LeGrand S, Swails J, Cerutti D, Kaus J, Betz R, Wolf RM, Merz KM, Seabra G, Janowski P, Götz AW, et al. (2014) AMBER 14. San Francisco: University of California.

[B11] Charlier L, Topin J, de March CA, Lai PC, Crasto CJ, Golebiowski J (2013) Molecular modelling of odorant/olfactory receptor complexes In: Olfactory receptors. (CrastoCJ, ed), pp 53–65. New York: Humana Press.10.1007/978-1-62703-377-0_423585033

[B12] Chess A, Simon I, Cedar H, Axel R (1994) Allelic inactivation regulates olfactory receptor gene expression. Cell 78:823–834. 10.1016/s0092-8674(94)90562-2 8087849

[B13] D'Hulst C, Mina RB, Gershon Z, Jamet S, Cerullo A, Tomoiaga D, Bai L, Belluscio L, Rogers ME, Sirotin Y, Feinstein P (2016) MouSensor: A versatile genetic platform to create super sniffer mice for studying human odor coding. Cell Rep 16:1115–1125. 10.1016/j.celrep.2016.06.047 27396335

[B14] de March CA, Kim SK, Antonczak S, Goddard IIW, Golebiowski J (2015a) G protein-coupled odorant receptors: From sequence to structure. Protein Sci 24:1543–1548. 10.1002/pro.2717 26044705PMC4570547

[B15] de March CA, Yu Y, Ni MJ, Adipietro KA, Matsunami H, Ma M, Golebiowski J (2015b) Conserved residues control activation of mammalian G protein-coupled odorant receptors. J Am Chem Soc 137:8611–8616. 10.1021/jacs.5b04659 26090619PMC4497840

[B16] de March CA, Topin J, Bruguera E, Novikov G, Ikegami K, Matsunami H, Golebiowski J (2018) Odorant receptor 7D4 activation dynamics. Angew Chem Int Ed Engl 57:4554–4558. 10.1002/anie.201713065 29462498PMC6268213

[B17] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013) STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 29:15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[B18] Eswar N, Webb B, Marti-Renom MA, Madhusudhan MS, Eramian D, Shen M-y, Pieper U, Sali A (2006) Comparative protein structure modeling using MODELLER In: Current protocols in bioinformatics. Hoboken, NJ: Wiley, Inc 10.1002/0471250953.bi0506s15 PMC418667418428767

[B19] Fried HU, Fuss SH, Korsching SI (2002) Selective imaging of presynaptic activity in the mouse olfactory bulb shows concentration and structure dependence of odor responses in identified glomeruli. Proc Natl Acad Sci USA 99:3222–3227. 10.1073/pnas.052658399 11854464PMC122500

[B20] Godfrey PA, Malnic B, Buck LB (2004) The mouse olfactory receptor gene family. Proc Natl Acad Sci USA 101:2156–2161. 10.1073/pnas.0308051100 14769939PMC357068

[B21] Grosmaitre X, Vassalli A, Mombaerts P, Shepherd GM, Ma M (2006) Odorant responses of olfactory sensory neurons expressing the odorant receptor MOR23: A patch clamp analysis in gene-targeted mice. Proc Natl Acad Sci USA 103:1970–1975. 10.1073/pnas.0508491103 16446455PMC1413638

[B22] Gross-Isseroff R, Lancet D (1988) Concentration-dependent changes of perceived odor quality. Chem Senses 13:191–204. 10.1093/chemse/13.2.191

[B23] Guthrie KM, Anderson AJ, Leon M, Gall C (1993) Odor-induced increases in c-fos mRNA expression reveal an anatomical “unit” for odor processing in olfactory bulb. Proc Natl Acad Sci USA 90:3329–3333. 10.1073/pnas.90.8.3329 8475076PMC46293

[B24] Hanchate NK, Kondoh K, Lu Z, Kuang D, Ye X, Qiu X, Pachter L, Trapnell C, Buck LB (2015) Single-cell transcriptomics reveals receptor transformations during olfactory neurogenesis. Science 350:1251–1255. 10.1126/science.aad2456 26541607PMC5642900

[B25] Healy MD, Smith JE, Singer MS, Nadkarni PM, Skoufos E, Miller PL, Shepherd GM (1997) Olfactory receptor database (ORDB): A resource for sharing and analyzing published and unpublished data. Chem Senses 22:321–326. 10.1093/chemse/22.3.321 9218144

[B26] Ibarra-Soria X, Levitin MO, Saraiva LR, Logan DW (2014) The olfactory transcriptomes of mice. PLoS Genet 10:e1004593. 10.1371/journal.pgen.1004593 25187969PMC4154679

[B27] Ibarra-Soria X, Nakahara TS, Lilue J, Jiang Y, Trimmer C, Souza MA, Netto PH, Ikegami K, Murphy NR, Kusma M, Kirton A, Saraiva LR, Keane TM, Matsunami H, Mainland J, Papes F, Logan DW (2017) Variation in olfactory neuron repertoires is genetically controlled and environmentally modulated. Elife 6 10.7554/eLife.21476 PMC540492528438259

[B28] Isogai Y, Wu Z, Love MI, Ahn MH, Bambah-Mukku D, Hua V, Farrell K, Dulac C (2018) Multisensory logic of infant-directed aggression by males. Cell 175:1827–1841.e7. 10.1016/j.cell.2018.11.032 30550786PMC6558521

[B29] Jiang Y, Gong NN, Hu XS, Ni MJ, Pasi R, Matsunami H (2015) Molecular profiling of activated olfactory neurons identifies odorant receptors for odors in vivo. Nat Neurosci 18:1446–1454. 10.1038/nn.4104 26322927PMC4583814

[B30] Katada S, Hirokawa T, Oka Y, Suwa M, Touhara K (2005) Structural basis for a broad but selective ligand spectrum of a mouse olfactory receptor: Mapping the odorant-binding site. J Neurosci 25:1806–1815. 10.1523/JNEUROSCI.4723-04.2005 15716417PMC6725943

[B31] Kent WJ (2002) BLAT—the BLAST-like alignment tool. Genome Res 12:656–664. 10.1101/gr.229202 11932250PMC187518

[B32] Kent WJ, Sugnet CW, Furey TS, Roskin KM, Pringle TH, Zahler AM, Haussler D (2002) The human genome browser at UCSC. Genome Res 12:996–1006. 10.1101/gr.229102 12045153PMC186604

[B33] Khan AG, Parthasarathy K, Bhalla US (2010) Odor representations in the mammalian olfactory bulb. Wiley Interdiscip Rev Syst Biol Med 2:603–611. 10.1002/wsbm.85 20836051

[B34] Kida H, Fukutani Y, Mainland JD, de March CA, Vihani A, Li YR, Chi Q, Toyama A, Liu L, Kameda M, Yohda M, Matsunami H (2018) Vapor detection and discrimination with a panel of odorant receptors. Nat Commun 9:4556. 3038574210.1038/s41467-018-06806-wPMC6212438

[B35] Knight ZA, Tan K, Birsoy K, Schmidt S, Garrison JL, Wysocki RW, Emiliano A, Ekstrand MI, Friedman JM (2012) Molecular profiling of activated neurons by phosphorylated ribosome capture. Cell 151:1126–1137. 10.1016/j.cell.2012.10.039 23178128PMC3839252

[B36] Köster J, Rahmann S (2012) Snakemake—a scalable bioinformatics workflow engine. Bioinformatics 28:2520–2522. 10.1093/bioinformatics/bts480 22908215

[B37] Krone D, Mannel M, Pauli E, Hummel T (2001) Qualitative and quantitative olfactometric evaluation of different concentrations of ethanol peppermint oil solutions. Phytother Res 15:135–138. 10.1002/ptr.716 11268113

[B38] Langmead B, Trapnell C, Pop M, Salzberg SL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10:R25. 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[B39] Li B, Dewey CN (2011) RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics 12:323. 10.1186/1471-2105-12-323 21816040PMC3163565

[B40] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, Genome Project Data Processing S; 1000 Genome Project Data Processing Subgroup (2009) The sequence alignment/map format and SAMtools. Bioinformatics 25:2078–2079. 10.1093/bioinformatics/btp352 19505943PMC2723002

[B41] Liberles SD, Buck LB (2006) A second class of chemosensory receptors in the olfactory epithelium. Nature 442:645–650. 10.1038/nature05066 16878137

[B42] Liu P, Jenkins NA, Copeland NG (2003) A highly efficient recombineering-based method for generating conditional knockout mutations. Genome Res 13:476–484. 10.1101/gr.749203 12618378PMC430283

[B43] Madisen L, Zwingman TA, Sunkin SM, Oh SW, Zariwala HA, Gu H, Ng LL, Palmiter RD, Hawrylycz MJ, Jones AR, Lein ES, Zeng H (2010) A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. Nat Neurosci 13:133–140. 10.1038/nn.2467 20023653PMC2840225

[B44] Mainland JD, Lundström JN, Reisert J, Lowe G (2014) From molecule to mind: An integrative perspective on odor intensity. Trends Neurosci 37:443–454. 10.1016/j.tins.2014.05.005 24950600PMC4119848

[B45] Malnic B, Hirono J, Sato T, Buck LB (1999) Combinatorial receptor codes for odors. Cell 96:713–723. 10.1016/s0092-8674(00)80581-4 10089886

[B46] Malnic B, Godfrey PA, Buck LB (2004) The human olfactory receptor gene family. Proc Natl Acad Sci USA 101:2584–2589. 10.1073/pnas.0307882100 14983052PMC356993

[B47] Man O, Gilad Y, Lancet D (2004) Prediction of the odorant binding site of olfactory receptor proteins by human-mouse comparisons. Protein Sci 13:240–254. 10.1110/ps.03296404 14691239PMC2286516

[B48] McCarthy DJ, Chen Y, Smyth GK (2012) Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res 40:4288–4297. 10.1093/nar/gks042 22287627PMC3378882

[B49] McClintock TS, Adipietro K, Titlow WB, Breheny P, Walz A, Mombaerts P, Matsunami H (2014) In vivo identification of eugenol-responsive and muscone-responsive mouse odorant receptors. J Neurosci 34:15669–15678. 10.1523/JNEUROSCI.3625-14.2014 25411495PMC4236398

[B50] Milner ES, Do MTH (2017) A population representation of absolute light intensity in the mammalian retina. Cell 171:865–876.e6. 10.1016/j.cell.2017.09.005 28965762PMC6647834

[B51] Miyamichi K, Serizawa S, Kimura HM, Sakano H (2005) Continuous and overlapping expression domains of odorant receptor genes in the olfactory epithelium determine the dorsal/ventral positioning of glomeruli in the olfactory bulb. J Neurosci 25:3586–3592. 10.1523/JNEUROSCI.0324-05.2005 15814789PMC6725380

[B52] Miyamichi K, Amat F, Moussavi F, Wang C, Wickersham I, Wall NR, Taniguchi H, Tasic B, Huang ZJ, He ZG, Callaway EM, Horowitz MA, Luo LQ (2011) Cortical representations of olfactory input by trans-synaptic tracing. Nature 472:191–196. 10.1038/nature09714 21179085PMC3073090

[B53] Mombaerts P, Wang F, Dulac C, Chao SK, Nemes A, Mendelsohn M, Edmondson J, Axel R (1996) Visualizing an olfactory sensory map. Cell 87:675–686. 10.1016/s0092-8674(00)81387-2 8929536

[B54] Moskowitz HR, Dravnieks A, Klarman LA (1976) Odor intensity and pleasantness for a diverse set of odorants. Percept Psychophys 19:122–128. 10.3758/BF03204218

[B55] Nagy A, Rossant J, Nagy R, Abramow-Newerly W, Roder JC (1993) Derivation of completely cell culture-derived mice from early-passage embryonic stem cells. Proc Natl Acad Sci USA 90:8424–8428. 10.1073/pnas.90.18.8424 8378314PMC47369

[B56] Niimura Y, Matsui A, Touhara K (2014) Extreme expansion of the olfactory receptor gene repertoire in African elephants and evolutionary dynamics of orthologous gene groups in 13 placental mammals. Genome Res 24:1485–1496. 10.1101/gr.169532.113 25053675PMC4158756

[B57] Oka Y, Katada S, Omura M, Suwa M, Yoshihara Y, Touhara K (2006) Odorant receptor map in the mouse olfactory bulb: In vivo sensitivity and specificity of receptor-defined glomeruli. Neuron 52:857–869. 10.1016/j.neuron.2006.10.019 17145506

[B58] O'Leary NA, Wright MW, Brister JR, Ciufo S, Haddad D, McVeigh R, Rajput B, Robbertse B, Smith-White B, Ako-Adjei D, Astashyn A, Badretdin A, Bao Y, Blinkova O, Brover V, Chetvernin V, Choi J, Cox E, Ermolaeva O, Farrell CM, et al. (2016) Reference sequence (RefSeq) database at NCBI: Current status, taxonomic expansion, and functional annotation. Nucleic acids Res 44:D733–D745. 10.1093/nar/gkv1189 26553804PMC4702849

[B59] Parabucki A, Bizer A, Morris G, Munoz AE, Bala ADS, Smear M, Shusterman R (2019) Odor concentration change coding in the olfactory bulb. eNeuro 6 10.1523/ENEURO.0396-18.2019 PMC639795230834303

[B60] Ressler KJ, Sullivan SL, Buck LB (1993) A zonal organization of odorant receptor gene expression in the olfactory epithelium. Cell 73:597–609. 10.1016/0092-8674(93)90145-g 7683976

[B61] Ressler KJ, Sullivan SL, Buck LB (1994) Information coding in the olfactory system: Evidence for a stereotyped and highly organized epitope map in the olfactory bulb. Cell 79:1245–1255. 10.1016/0092-8674(94)90015-9 7528109

[B62] Robinson MD, McCarthy DJ, Smyth GK (2010) edgeR: A bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26:139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[B63] Rospars JP, Lánský P, Duchamp-Viret P, Duchamp A (2000) Spiking frequency versus odorant concentration in olfactory receptor neurons. Biosystems 58:133–141. 10.1016/s0303-2647(00)00116-7 11164640

[B64] Rubin BD, Katz LC (1999) Optical imaging of odorant representations in the mammalian olfactory bulb. Neuron 23:499–511. 10.1016/s0896-6273(00)80803-x 10433262

[B65] Saito H, Chi Q, Zhuang H, Matsunami H, Mainland JD (2009) Odor coding by a mammalian receptor repertoire. Sci Signal 2:ra9. 10.1126/scisignal.2000016 19261596PMC2774247

[B66] Saraiva LR, Ibarra-Soria X, Khan M, Omura M, Scialdone A, Mombaerts P, Marioni JC, Logan DW (2015) Hierarchical deconstruction of mouse olfactory sensory neurons: From whole mucosa to single-cell RNA-seq. Sci Rep 5:18178. 10.1038/srep18178 26670777PMC4680959

[B67] Schneider RA, Schmidt CE, Costiloe JP (1966) Relation of odor flow rate and duration to stimulus intensity needed for perception. J Appl Physiol 21:10–14. 10.1152/jappl.1966.21.1.10 5903895

[B68] Scholz P, Kalbe B, Jansen F, Altmueller J, Becker C, Mohrhardt J, Schreiner B, Gisselmann G, Hatt H, Osterloh S (2016) Transcriptome analysis of murine olfactory sensory neurons during development using single cell RNA-Seq. Chem Senses 41:313–323. 10.1093/chemse/bjw003 26839357

[B69] Schrödinger L (2013) 1: Maestro, version 9.4. New York: Schrödinger, LLC.

[B70] Sirotin YB, Shusterman R, Rinberg D (2015) Neural coding of perceived odor intensity. eNeuro 2 10.1523/ENEURO.0083-15.2015 PMC467200526665162

[B71] Sosulski DL, Bloom ML, Cutforth T, Axel R, Datta SR (2011) Distinct representations of olfactory information in different cortical centres. Nature 472:213–216. 10.1038/nature09868 21451525PMC3354569

[B72] Stettler DD, Axel R (2009) Representations of odor in the piriform cortex. Neuron 63:854–864. 10.1016/j.neuron.2009.09.005 19778513

[B73] Storace DA, Cohen LB (2017) Measuring the olfactory bulb input-output transformation reveals a contribution to the perception of odorant concentration invariance. Nat Commun 8:81. 10.1038/s41467-017-00036-2 28724907PMC5517565

[B74] Tan L, Xie XS (2018) A near-complete spatial map of olfactory receptors in the mouse main olfactory epithelium. Chem Senses 43:427–432. 10.1093/chemse/bjy030 29796642PMC6454507

[B75] Tan L, Li Q, Xie XS (2015) Olfactory sensory neurons transiently express multiple olfactory receptors during development. Mol Syst Biol 11:844. 10.15252/msb.20156639 26646940PMC4704490

[B76] Topin J, de March CA, Charlier L, Ronin C, Antonczak S, Golebiowski J (2014) Discrimination between olfactory receptor agonists and non-agonists. Chemistry 20:10227–10230. 10.1002/chem.201402486 25043138

[B77] Trott O, Olson AJ (2010) AutoDock Vina: Improving the speed and accuracy of docking with a new scoring function, efficient optimization, and multithreading. J Comput Chem 31:455–461. 10.1002/jcc.21334 19499576PMC3041641

[B78] Uchida N, Mainen ZF (2007) Odor concentration invariance by chemical ratio coding. Front Syst Neurosci 1:3. 10.3389/neuro.06.003.2007 18958244PMC2526272

[B79] Vassar R, Ngai J, Axel R (1993) Spatial segregation of odorant receptor expression in the mammalian olfactory epithelium. Cell 74:309–318. 10.1016/0092-8674(93)90422-m 8343958

[B80] Vassar R, Chao SK, Sitcheran R, Nuñez JM, Vosshall LB, Axel R (1994) Topographic organization of sensory projections to the olfactory bulb. Cell 79:981–991. 10.1016/0092-8674(94)90029-9 8001145

[B81] von der Weid B, Rossier D, Lindup M, Tuberosa J, Widmer A, Col JD, Kan C, Carleton A, Rodriguez I (2015) Large-scale transcriptional profiling of chemosensory neurons identifies receptor-ligand pairs in vivo. Nat Neurosci 18:1455–1463. 10.1038/nn.4100 26322926

[B82] Wachowiak M, Cohen LB (2001) Representation of odorants by receptor neuron input to the mouse olfactory bulb. Neuron 32:723–735. 10.1016/s0896-6273(01)00506-2 11719211

[B83] Warming S, Costantino N, Court DL, Jenkins NA, Copeland NG (2005) Simple and highly efficient BAC recombineering using galK selection. Nucleic Acids Res 33:e36. 10.1093/nar/gni035 15731329PMC549575

[B84] Wilson CD, Serrano GO, Koulakov AA, Rinberg D (2017) A primacy code for odor identity. Nat Commun 8:1477. 10.1038/s41467-017-01432-4 29133907PMC5684307

[B85] Wingler LM, McMahon C, Staus DP, Lefkowitz RJ, Kruse AC (2019) Distinctive activation mechanism for angiotensin receptor revealed by a synthetic nanobody. Cell 176:479–490.e2. 10.1016/j.cell.2018.12.006 30639100PMC6367718

[B86] Yu YQ, de March CA, Ni MJJ, Adipietro KA, Golebiowski J, Matsunami H, Ma MH (2015) Responsiveness of G protein-coupled odorant receptors is partially attributed to the activation mechanism. Proc Natl Acad Sci USA 112:14966–14971. 10.1073/pnas.1517510112 26627247PMC4672800

[B87] Zhang XM, Firestein S (2002) The olfactory receptor gene superfamily of the mouse. Nat Neurosci 5:124–133. 10.1038/nn800 11802173

How the deposited data were processed for this re-analysis (not part of the article)

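RNA bound to phosphorylated S6 was sequenced from the olfactory epithelium of mice exposed to ACT or TMT at 0.01%, 0.1%, 1% or 100% (v/v), or to no odor. For the 0.1% TMT library of replicate 1, the name of a file in its label says 1% TMT, while its odor label and the authors' R code say 0.1%, which is used. Each group has 3 mice, and replicate numbers stand for litters, as the paper describes littermates of the same sex per replicate. For each odorant, 2 sets of 3 no odor mice serve 2 concentrations each. Total RNA of dorsal and ventral olfactory mucosa was sequenced from 3 libraries each. The protocol in their labels does not match this method, and the paper's description is followed here.

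The authors mapped 50-base reads with STAR and estimated expected counts with RSEM, using GRCm38 and an annotation in which ORs include their UTRs; the deposited tables give the counts rounded to whole numbers. The same tables hold the authors' log2 fold changes and log2 CPM from edgeR, whose library sizes came from all genes. They also hold the authors' p-values and FDR values from edgeR's likelihood ratio test, adjusted over intact ORs. The deposited columns of mean signal per group are the authors' baseMean values, counts divided by DESeq size factors and averaged. The tables list 1088 intact ORs, or 1087 for the dorsal and ventral libraries, where Olfr329 is not listed. Genes other than ORs are not in these tables, so the lists of activity genes, TAARs and cell type markers that were planned could not be run.

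Counts were taken as deposited and tested with edgeR 4.0.16 in R 4.3.3, with glmQLFit (robust) and glmQLFTest. Libraries were scaled by TMM over the ORs, and no OR was removed for low counts; ORs without a count in the libraries of a comparison got a p of 1. The replicate number entered each fit as a block. Benjamini-Hochberg adjustment was made over the intact ORs. Each concentration was compared with its own no odor libraries, and dorsal with ventral libraries. For the change with concentration, all 18 libraries of an odorant were fitted together with litter as a block. The SE given with a log2 fold change is that change divided by the square root of its quasi-likelihood F. It therefore restates the test, is no separate estimate and breaks down for ORs with few counts. Normalized counts are counts divided by the effective library size and scaled to a common size.

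OR lists were tested with camera of limma 3.58.1, with its preset and with an estimated correlation, and with fry. With an estimated correlation, camera takes its degrees of freedom from the residuals of a few libraries. It can then hardly pass a list, so those values do not decide whether a shift holds. The lists were class I ORs, ORs called dorsal, ORs called ventral, ORs activated in vitro (a normalized luciferase value above 2.33 at the highest concentration tested) and the 86 ORs of Jiang et al. Zones were compared by Fisher's exact test. Ranks and correlations were tested by permutation, with a smallest possible p of 1e-05, or exactly where the splits are fewer. Overlaps were tested by the exact hypergeometric distribution. OR clusters came from GENCODE M21, the Ensembl 96 annotation of GRCm38, which places 1082 of the ORs uniquely. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 served for these steps. Changes per litter use a pseudocount of 1, and correlations of litters use ORs with a mean count of at least 10. Library places use ORs with a mean count of at least 20. Intervals are 95% bootstrap intervals from 10000 draws.

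Counts on ORs per library ran from 37012 to 128805 in pS6-IP-Seq and from 155319 to 242123 in the dorsal and ventral libraries. The test was checked on simulated data with 50 ORs per fold. The shares recovered describe those data and need not hold for the real libraries. Of ORs raised 4-fold, it recovered 86% at 0.01% ACT, at least 96% in the other odor comparisons and 58% between the zones. Of ORs lowered 4-fold, it recovered 68% at 0.01% ACT, at least 90% in the other odor comparisons and 62% between the zones. Of ORs raised 2-fold, it recovered 14% at 0.01% ACT, 58% at 0.1% TMT and 6% between the zones. Of all calls, 1.8% to 5.7% were false. The rank test on simulated data gave p below 0.05 in 5.4% of runs without a shift.

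Pairing by replicate number was checked from the similarity of libraries. In the ACT experiments, libraries with the same number had median correlations of 0.103 (low) and 0.151 (high), against -0.038 and -0.08 for different numbers. In the TMT experiments the values were 0.124 and 0.063, against -0.055 and -0.036. Dorsal and ventral libraries of the same number had -0.328, against 0.196, which goes against the pairing. Their numbers follow the authors' R code, and without a block there were 416 dorsal and 437 ventral ORs.

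The ORs given by name are those the paper names for pS6-IP-Seq. Added to them are, per odor comparison, the 10 enriched ORs with the smallest adjusted p, the 5 with the largest log2 fold change and the 5 lower ORs with the smallest adjusted p, if all 3 pairs agree in direction. Alternatives were RLE scaling, no TMM, library sizes recovered from the authors' baseMean values, the likelihood ratio test with those library sizes, DESeq2 1.42.0, no block, filterByExpr, the joint fit, each replicate left out and a threshold of 0.001. Added after the counts were seen were the likelihood ratio test with TMM and the authors' FDR as calls. Of 1088 OR names, 1083 were found in the annotation. Of the 50-base stretches of the ORs, those shared with another OR were counted, and 244 ORs share none. The in situ, c-Fos and modelling data are not analysed here.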

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

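The test of scaling for the ORs lower at 100% TMT was chosen after that result was seen.

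Responses to TMT differed between concentrations, by a test of the difference itself. Between 0.1% and 0.01% TMT, 5 ORs differed, led by Olfr186 (1.48 ± 0.26 log2, SE; adjusted p = 3.89e-04 in edgeR's quasi-likelihood test). Without litter 1 or litter 2 there were 2 and 3, and without litter 3 there were 10. Between 100% and 1% TMT, 88 ORs differed. The response at 100% TMT differed from that at 0.01% for 87 ORs, among them Olfr20, higher by 3.19 ± 0.39 log2, and Olfr103, lower by 1.96 ± 0.54. Of the 87, 77 were higher and 10 lower at 100%, which depends on the scaling: without TMM there were 47 and 40, with 57 ORs shared. Without litter 1, 2 or 3 there were 65, 53 and 46.

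Some ORs fell with odor, against the direction of enrichment. At 1% ACT there were 3: Olfr1355 fell by 3.15 ± 0.83 log2 (SE; adjusted p = 0.0133 in edgeR's quasi-likelihood test), Olfr806 by 1.43 ± 0.38 and Olfr1048 by 1.79 ± 0.50. Olfr1354 shares 26.8% of the 50-base stretches of Olfr1355. Without litter 1, 2 ORs were lower and 0 of them among these 3, without litter 2 there were 0, and without litter 3 there were 3, of which 1 is shared. DESeq2, the fit without a block and the joint fit gave 0 each, so these calls are not stable. At 0.01% TMT there was 1, Olfr1276, which fell by 1.40 ± 0.29 log2 and fell again at 0.1% TMT by 1.29 ± 0.26. Without litter 3, no OR was lower at 0.01% TMT in edgeR's quasi-likelihood test (at unadjusted p below 0.05, 36 were; DESeq2 gave 1 with all litters). At 0.1% TMT there were 7, Olfr550 among them, which fell by 1.12 ± 0.26. Leaving out litter 1, 2 or 3 gave 5, 2 and 7, of which 3, 2 and 3 were shared, and DESeq2 gave 4, recovered library sizes 2 and no block 1. At 1% TMT there were 2, Olfr934, which fell by 1.50 log2, and Olfr923, which fell by 0.97 (adjusted p = 0.0193). Olfr923 was called in 4 of 12 alternatives, and litter 3 carries it, with 25.5 normalized counts against 140.8 without odor; the other litters had 46.4 against 56.4 and 63.2 against 78.8. Without litter 3, 0 ORs were lower at 1% TMT in the quasi-likelihood test (20 at unadjusted p below 0.05), and with all litters DESeq2 and recovered library sizes gave 0.

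At 100% TMT, 36 ORs fell, led by Olfr642 (by 1.56 ± 0.29 log2, SE; adjusted p = 3.38e-06 in edgeR's quasi-likelihood test). Scaling over the OR counts alone would press ORs down where others rise, but 123 ORs fell with library sizes recovered over all genes, which argues against that scaling as the whole cause. The number depends on the scaling, since recovered sizes move the median log2 fold change of all ORs from -0.093 to -0.397, so the size of the fall stays open. Whether a shallow no odor library explains the fall stays open: without replicate 3 there were 9 lower ORs, without replicate 1 there were 8 and without replicate 2 there were 33, while DESeq2 gave 10 with all replicates. The lower ORs were mostly dorsal (23 dorsal, 6 ventral and 7 in neither; 20.7% ventral of those in a zone, against 50.9% of the other ORs), as a bias by zone predicts (Fisher's exact test, two-sided, p = 0.00194). A link of this fall with zone is a hypothesis, since it was found and tested on the same mice.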

How the results depend on the processing

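The added settings, chosen after the counts were seen, are the likelihood ratio test with TMM and the authors' deposited FDR as calls. Of 1042 alternative values over 128 results, 846 had the same call or lay within the set bounds, 74 were weaker, 45 stronger and 77 moved, and no direction of a call was reversed. Such were 569 of 635 values of single ORs, 45 of 96 of lists and 232 of 311 of comparisons. Without TMM, all 74 values were. One of them is the number of ORs whose response differs at 100% against 0.01% TMT, which stayed at 87 while its ORs changed, from 77 higher and 10 lower to 47 and 40, with 57 shared. The number of lower ORs at 100% TMT is not among these values, and without TMM it moved from 36 to 101. With RLE it was 65 of 70, with recovered library sizes 63 of 64, with filterByExpr 59 of 61 and with the joint fit 58 of 62. Without the replicate block it was 117 of 128. The likelihood ratio test had 69 of 85 with recovered library sizes, where test and scaling both change, and 53 of 64 with TMM. DESeq2 had 64 of 79. Leaving out replicate 1, 2 or 3 gave 51 of 80, 60 of 77 and 65 of 83. For the results that did not hold, the cause was not tested. Scaling moved the median log2 fold change of all ORs at 100% TMT from -0.093 to -0.397 with recovered library sizes and to -0.336 without TMM. Between the zones, it moved from -0.681 to -1.10 with recovered sizes. At 0.01% ACT, it moved from 0.034 to -0.192 without TMM, at 1% ACT from 0.034 to -0.11, and at 100% ACT from -0.02 to -0.165.

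With the likelihood ratio test and recovered library sizes, 0.01% ACT enriched 2 ORs (against 0), 1% ACT 7 (15) and 100% ACT 38 (0). There, 23 ORs were shared with Jiang et al. (12) and 24 ORs were enriched by both odors (10). The permutation p was 0.81 for the clusters of 1% ACT (0.695) and 1 for the chromosomes of 0.01% TMT (1). The likelihood ratio test with TMM gave 2, 6 and 38 ORs at 0.01%, 1% and 100% ACT.

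DESeq2 gave 2, 3 and 22 ORs at 0.01%, 1% and 100% ACT. It called 3 ORs between 0.1% and 0.01% ACT, 19 between 100% and 1% ACT and 3 in the response at 100% against 0.01% ACT, where edgeR called 0 in each. It gave p = 0.167 for the zones at 1% (Fisher's exact test; 0.00923 before), and 0.0601 for the zone index at 1% (0.00551). Shared with Jiang et al. were 20, and 16 by both odors.

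Without the replicate block, 1% ACT enriched 2 ORs, 100% ACT 7, and both odors 5. The zone test at 1% gave p = 0.143, and the in vitro tests gave 0.0127 at 0.1% ACT (0.116) and 0.0698 at 1% ACT (0.0242) by permutation. The correlation with DREAM at 0.01% ACT was -0.292 (-0.375), and the chromosomes of 0.01% TMT gave p = 1.

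RLE gave 10 ORs at 100% ACT. filterByExpr gave 4 ORs at 0.1% ACT (7) and 7 at 1% ACT. The joint fit gave 1 OR at 0.1% and 0 at 1% ACT. At an adjusted p below 0.001, there were 3 ORs at 0.1% ACT, 3 at 1% ACT, 8 at 0.1% TMT (15) and 133 ventral ORs (404). Of 23 list calls, 0 held with an estimated correlation. Few residual degrees of freedom let hardly any list pass in that version, so it does not decide these list calls. By fry, which tests whether a list moves and not whether it differs from other ORs, 0 of these lists passed, so its 33 values say nothing about those calls. The zone classes of Extended Data Fig. 2-10 gave p = 0.0536 at 0.1% (Fisher's exact test; 0.00824). By the share activated, the in vitro test at 0.1% ACT gave p = 0.0355 (Fisher's exact test). Without the 2 farthest ORs, the correlation with DREAM at 1% ACT was -0.246 (-0.34).

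Calls by the authors' FDR gave p = 0.0737 for the zone index at 1% and 0.0451 for the in vitro test at 0.1% ACT by permutation. They gave 51 ORs shared with Jiang et al. and 44 enriched by both odors. For clusters the permutation p was 1 at 1% ACT and 0.0179 at 100% TMT (0.199). For chromosomes it was 1 at 0.01% TMT and 0.0056 at 100% TMT (0.964).

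Leaving out a replicate in turn gave, as lowest and highest, 0 and 4 ORs at 0.01% ACT, 0 and 11 at 0.1%, 0 and 19 at 1%, and 4 and 82 at 100% ACT. For TMT it gave 2 and 3 ORs at 0.01% (4) and 9 and 12 at 0.1%. The ventral ORs numbered 201 to 410. Between 100% and 1% ACT, 0 to 64 ORs differed, and in the response at 100% against 0.01% ACT 0 to 20. Between 0.1% and 0.01% TMT, 2 to 10 differed (5), and in the response at 100% against 0.01% TMT 46 to 65 (87). The zone test at 1% gave p of 2.42e-07 to 0.598 (Fisher's exact test), and the zone index at 1% 1e-05 to 0.241 by permutation, where 1e-05 is the smallest these can give. The in vitro test gave p = 0.0451 at 0.1% ACT where it could be made, and 1e-05 to 0.623 at 1% ACT by permutation. The correlation with DREAM was -0.338 to -0.283 at 0.01%, -0.367 to -0.147 at 1% and -0.232 to 0.014 at 100% ACT (-0.181). Shared with Jiang et al. were 10 to 47 ORs, and by both odors 12 to 25. Over both odorants, 9 to 12 ORs enriched at a low concentration recurred at a higher one (14), and for TMT alone 8 to 11 (14).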

Differences from the paper's values

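The authors' deposited FDR as calls and the likelihood ratio test with TMM were chosen after the values were seen; the other alternatives were set before the data were examined. The likelihood ratio test without further words has recovered library sizes, so test and scaling both change. Values within 1.5 times the paper's are called within the bounds. The authors' calls give the paper's counts of enriched ORs at each concentration and over all of them, and drop 0 of its ORs.

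At 0.01% ACT, the paper gives 6 enriched ORs, and edgeR's quasi-likelihood test gave 0, with 18 ORs higher at an unadjusted p below 0.05. Leaving out replicate 1 gave 4, within the bounds. The likelihood ratio test and DESeq2 gave 2 each, and the other alternatives set before gave 0. Of the settings chosen after the values were seen, the likelihood ratio test with TMM gave 2 and the authors' calls 6. At 1% ACT, the paper gives 33 and the value here is 15. No alternative set before comes within the bounds, the highest being 19 without replicate 1, while the authors' calls, chosen after the values were seen, give 33 and drop 0 of the paper's ORs. At 100% ACT, the paper gives 115 and the value here is 0, with 114 ORs higher at an unadjusted p below 0.05. Leaving out replicate 1 gave 82, within the bounds; the likelihood ratio test gave 38, DESeq2 22, no replicate 2 15, RLE 10, no block 7 and no replicate 3 4. At 100% TMT, the paper gives 68 and the value here is 126. Recovered library sizes gave 99, no replicate 2 93, no replicate 3 89 and an adjusted p below 0.001 gave 85, within the bounds. The other alternatives set before came outside them. With recovered library sizes the likelihood ratio test gave 106, and with TMM 132.

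Over all ACT concentrations, the paper gives 138 ORs and the value here is 22. Leaving out replicate 1 gave 94, within the bounds, the likelihood ratio test 47 and DESeq2 27. Over all TMT concentrations, the paper gives 80 and the value here is 137. DESeq2 gave 111, the likelihood ratio test with recovered library sizes 115, no replicate 2 103 and no replicate 3 107, within the bounds.

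For the zones at 0.1%, the paper gives p = 0.0147 and Fisher's exact test here gave 0.00824. Without a block it was 0.0152 and with DESeq2 0.0182, within the bounds. For the zones at 1%, the paper gives p = 0.0021 and the exact test here gave 0.00923, with no alternative within the bounds. The authors' calls, chosen after the values were seen, gave 0.00446 and drop 0 of the paper's ORs. For the zone index at 1%, the paper gives p = 0.0855 and the permutation test here gave 0.00551. With DESeq2 it was 0.0601, within the bounds, and with the authors' calls, chosen after the values were seen, 0.0737.

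For the in vitro response at 0.1% ACT, the paper gives p = 0.0458 and the permutation test here gave 0.116. Without replicate 3 it was 0.0451 and by the share activated 0.0355, within the bounds; the authors' calls gave 0.0451. For 1% ACT, the paper gives p = 0.0011 and the permutation test here gave 0.0242. No alternative set before came within the bounds, while the authors' calls, chosen after the values were seen, gave 0.00114 and drop 0 of the paper's ORs.

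Of the enriched ACT ORs, the paper gives 89 tested in vitro and 46 activated, and the values here are 16 and 9. Without replicate 1 there were 59 tested, which stays outside the bounds, and 33 activated, which is within them. The authors' calls, chosen after the values were seen, give 89 and 46 and drop 0 of the paper's ORs. Of all tested ORs, the paper gives 105 activated and the value here is 106, within the bounds. Of the 86 ORs of Jiang et al., the paper gives 51 shared and the value here is 12. Without replicate 1 there were 47, within the bounds, and with the authors' calls, chosen after the values were seen, 51. Of the DREAM ORs, the paper gives 19 enriched and the value here is 6. Without replicate 1 there were 20, within the bounds; the likelihood ratio test gave 11 and DESeq2 10.

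The paper ranks Olfr923 before Olfr983 at 0.01% ACT and has both enriched. Here, Olfr983 had the smaller adjusted p (0.576 against 0.654 in edgeR's quasi-likelihood test), Olfr923 had the larger log2 fold change of the pair, and neither passed. The likelihood ratio test, DESeq2 and the test without replicate 1 each call both.

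The paper has Olfr923 enriched at 0.1%, 1% and 100% ACT. Here, it passed at 0.1% ACT (adjusted p = 3.54e-04), and not at 1% (0.664) or 100% (0.0513). At 1% ACT, the likelihood ratio test and the test without replicate 1 or 3 call it. At 100% ACT, RLE, the likelihood ratio test, DESeq2 and the test without replicate 1 call it. By adjusted p, its rank went down at 1% ACT and was 8th at 100%, among ORs that did not pass.

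The paper has Olfr907, Olfr898 and Olfr30 enriched at 100% ACT. Here, their adjusted p were 0.21, 0.0513 and 0.0508 in edgeR's quasi-likelihood test. Olfr907 is called by the likelihood ratio test. Olfr898 is called by the likelihood ratio test, RLE and each test without a replicate. Olfr30 is called by the likelihood ratio test, RLE, DESeq2, no block and the test without replicate 1. 

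The paper ranks Olfr531 and Olfr376 as the most significantly enriched ORs at 100% TMT. Here, Olfr506 had the smallest adjusted p (3.23e-20), Olfr376 ranked 6th and Olfr531 13th.

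The paper describes falling ranks for Olfr1297 with TMT concentration. Here, it ranked 1st by adjusted p at 0.01%, 0.1% and 1% TMT, and 5th at 100%. For Olfr165 and Olfr1395, the rank went down, to 46th and 23rd at 100%.

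The paper has most ORs of low concentrations enriched again at higher ones. Over ACT, 0 of 7 recurred in edgeR's quasi-likelihood test, and over TMT 14 of 15 did. For ACT, this test called 0 ORs at 100%, so none could recur there. Without replicate 1, 5 of the 7 passed at 1% ACT, and 2 of the 4 ORs then called at low concentrations recurred. DESeq2 gave 1 of 6, the likelihood ratio test 1 of 8, and the authors' calls, chosen after the values were seen, 7 of 12, dropping 0 of the paper's ORs. The paper describes more diverse sets at higher concentrations. For TMT, more enriched ORs lay in more OR clusters, and at 1% and 100% TMT the comparison of their number with that of random ORs gave permutation p = 0.295 and 0.199. With the authors' calls, chosen after the values were seen and dropping 0 of the paper's ORs, 100% TMT had 17 clusters, against 22.65 in random sets (permutation p = 0.0179), and 9 chromosomes, against 12.94 (permutation p = 0.0056).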

Other observations

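The tests of the library labelled 1% ACT of litter 1, and the test of the libraries labelled 100% ACT, were chosen only after the values were seen.

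ORs of class I, of which 119 were dorsal and 0 ventral here, shifted down in camera with both odors at 1% and 100%. With ACT they also did so at 0.01%. In no case did they pass with an estimated correlation, a version that can hardly pass a list with so few libraries. At 100% ACT, their median log2 fold change was -0.38, and 20 lay above 0 (adjusted p = 3.62e-07). With an estimated correlation the adjusted p was 0.347. At 100% TMT, the median was -0.47, 25 lay above 0 and 9 were lower in edgeR's quasi-likelihood test (1 adjusted over the list alone; camera, adjusted p = 6.42e-05; 0.352 with an estimated correlation). At 1%, the median was -0.19 for ACT and -0.20 for TMT (camera, adjusted p = 4.86e-04 and 3.08e-03; with an estimated correlation 0.352 and 0.404). At 0.1% it was -0.00 for ACT and 0.13 for TMT, and at 0.01% -0.17 and 0.08 (for ACT, camera, adjusted p = 0.00174; 0.347 with an estimated correlation). No class I OR was enriched by either odorant at any concentration in this test.

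Some ORs rose with both odors. Over all concentrations there were 10: Olfr1353, Olfr136, Olfr1471, Olfr1474, Olfr164, Olfr165, Olfr31, Olfr376, Olfr478 and Olfr56. By chance, 2.77 would be shared (one-sided exact hypergeometric test, p = 1.24e-04). At 1% there were 9, against 0.7 by chance (exact hypergeometric test, p = 2.16e-09; adjusted p = 8.64e-09). Without litter 1 there were 3 at 1%: Olfr376, Olfr136 and Olfr1474. Without litter 2 there were 0 and without litter 3 there were 13.

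The library labelled 1% ACT of litter 1 is high in ORs enriched by TMT, with 353.1 normalized counts of Olfr1297, against 51.7 and 33.6 in the other litters. Both ACT and TMT in that mouse is argued against, since the 7 ORs of 0.1% ACT had a median log2 change of -0.073 there (upper quartile 0.28), against 1.31 and 2.64 in the other litters. An exchange with an odor library of the 1% to 100% TMT experiment is argued against too. Each of those 6 libraries had a median of at least 1.897 over the ORs of 0.1% TMT. The place of the library labelled 1% ACT between the no odor libraries of the ACT and TMT experiments decides nothing. It is 0.404, above the other 5 ACT libraries and inside the 0.39 to 0.673 of the TMT libraries. What stays open, as a hypothesis, is that a mouse exposed to TMT may stand under that label. The changes in this library correlate more with the response to 1% TMT (0.599) than with the other litters (0.084). The difference is 0.514 (95% interval 0.401 to 0.618, 804 ORs). The pattern was seen in the same library and response, so this correlation describes it further and is no independent test. The 100% ACT library of litter 1 had a median log2 change of 1.066 over the 15 ORs of 0.1% TMT, against 0.63 and 0.6 in the other litters. A difference between mice or between litters was not tested. Without this litter, 19 ORs were enriched by 1% ACT, of which 9 are among the 15 with it.

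Over the 86 ORs of Jiang et al., the litters responded unequally to ACT: at 100% ACT, the median log2 change was 2.13 in litter 3, against 0.46 and 0.59, and at 1% ACT litter 3 had 0.272, against 0.151 and 0.141, so whether a trait of litter 3 acts at both concentrations stays open. An exchange of 1% and 100% ACT libraries within litter 1 or 2 stays open, as the smallest median difference between them was 0.2, with quartiles on both sides of 0. An exchange of the 0.01% ACT library of litter 1, which has 1.25 over these ORs, with a library of 100% ACT is argued against: the libraries labelled 100% ACT lie at 0.504 or above between the no odor libraries of the 2 experiments, beyond the 0.223 to 0.395 of the other 5 low libraries. The 0.01% ACT library itself lies at 0.002, where the exchange needs a place above 0.5, and why it falls below the other 5 stays open. A real difference between mice in their response was not tested.

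Other splits of the 6 libraries were refitted for each comparison, and with 10 splits a share under 0.05 cannot be reached. Of these splits, the real one and 3 others part all pairs of litters. The remaining splits part 1 pair only. With litter as a block, each of them compares odor with no odor within that litter alone, so it is no chance regrouping. The real number and the highest other number of ORs were 7 and 2 at 0.1% ACT (1 split as large), 15 and 15 at 1% ACT (3 splits) and 0 and 0 at 100% ACT (10 splits). The other splits with 15 at 1% ACT part 1 pair. At 0.01% ACT, the real split gave 0 and another, which also parts 1 pair, gave 135. Where the real number was 0, all 10 splits are as large by construction. The 0.01% ACT library of litter 1 had a median log2 change of 2.17 over the 15 ORs enriched by 0.1% TMT, against -0.11 and 0.11 in the other litters. For TMT, the pairs were 4 and 7 at 0.01% (3 splits), 15 and 0 at 0.1%, 51 and 2 at 1%, and 126 and 0 at 100% (1 split each). Among the splits that part all pairs, the highest other was 2 at 0.1% ACT, 1 at 1% TMT and 0 in the other comparisons. Between the zones, 811 and 0 ORs differed (1 split).

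For the change with concentration, the real and highest other numbers were 0 and 0 for both ACT contrasts within an experiment (10 splits), 5 and 1 for 0.1% against 0.01% TMT and 88 and 0 for 100% against 1% TMT (1 split each). Again, 10 splits are too few for a share under 0.05, and with a real number of 0 all are as large by construction. For the responses at 100% against 0.01%, odor and no odor were exchanged within litters in 64 ways. For ACT, the real number was 0 and the highest other 1, so 64 of 64 were as large by construction. For TMT, the real number was 87 and the highest other 105, with 12 of 64 as large. Each of these 12 left the 100% TMT litters as they are or exchanged them all, and exchanging part of them gave 0. Since an exchange at 0.01% keeps the response at 100%, these counts say nothing about chance.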
